# Antagonistic interaction between jasmonic acid and cytokinin in xylem development

**DOI:** 10.1038/s41598-017-10634-1

**Published:** 2017-08-31

**Authors:** Geupil Jang, Sun Hyun Chang, Tae Young Um, Sangyool Lee, Ju-Kon Kim, Yang Do Choi

## Abstract

Developmental flexibility under stress conditions largely relies on the interactions between hormones that mediate stress responses and developmental processes. In this study, we showed that the stress hormone jasmonic acid (JA) induces formation of extra xylem in the roots of wild-type *Arabidopsis thaliana* (Col-0). JA signaling mutants such as *coronatine insensitive1-1* and *jasmonate resistant1-1* did not form extra xylem in response to JA, but the JA biosynthesis mutant *oxophytodienoate-reductase3* did form extra xylem. These observations suggested that the JA response promotes xylem development. To understand the mechanism, we examined the regulatory interaction between JA and cytokinin, a negative regulator of xylem development. JA treatment reduced cytokinin responses in the vasculature, and exogenous cytokinin nullified the effect of JA on formation of extra xylem. A time-course experiment showed that suppression of cytokinin responses by JA does not occur rapidly, but the JA-mediated xylem phenotype is tightly linked to the suppression of the cytokinin response. Further analysis of *arabidopsis histidine phosphotransfer protein6-1* and *myc2-3* mutants revealed that the JA-responsive transcription factor MYC2 regulates the expression of *AHP6* in response to JA and expression of *AHP6* is involved in the JA-mediated xylem phenotype.

## Introduction

Molecular and genetic studies have identified many phytohormones and have shown that the activities of these hormones largely overlap, although each hormone has specific signaling pathways that act non-redundantly. These findings suggest that the interplay between phytohormones dynamically regulates plant development and physiology^1^. For example, cytokinin interacts with auxin in the regulation of all aspects of plant development^2, 3^.

JA regulates plant responses to abiotic and biotic stresses and modulates plant development, including stamen filament growth, root growth, and senescence^4–8^. JA is biosynthesized from linolenic acid via the octadecanoid pathway, and then further metabolized to a JA-isoleucine conjugate (JA-Ile)^9, 10^. The interaction between JA-Ile and the CORONATINE INSENSITIVE1 (COI1) receptor provokes proteolysis of transcriptional repressor JASMONATE ZIM-DOMAIN (JAZ) proteins, and the degradation of JAZs leads to release of the MYC2 transcription factor^11–13^. MYC2 regulates JA responses by controlling the expression of JA-responsive genes and plays an essential role in modulating plant defense and development in response to JA. For example, *myc2* mutant plants exhibit enhanced resistance to pathogens such as *Pseudomonas syringae* pv*. tomato* DC3000, *Botrytis cinerea*, and *Fusarium oxysporum* compared to wild-type plants, and JA-mediated inhibition of root growth is suppressed in *myc2* mutant plants^14, 15^. These observations suggest that MYC2 regulates the expression of key genes responsible for the modulation of defense and development in response to JA.

Previous studies showed that crosstalk between JA and other hormones modulates plant defense and development. JA interacts with ethylene for defense against necrotrophic fungi and herbivorous insects or for development of apical hook^16–18^. JA interacts with gibberellic acid for the regulation of trichome and stamen development^19–22^. In these crosstalks, the direct interaction between MYC2 and ethylene-stabilized transcription factor ETHYLENE INSENSITIVE3 (EIN3) or between JAZs and repressor of gibberellin signaling DELLA proteins are deeply involved. JA also interacts with auxin in root growth and flower development^23–25^. MYC2 also plays a role in the interaction between JA and auxin. For example, Chen *et al.* showed that apical root growth inhibition by JA is caused by the suppression of proliferative activity in root meristematic cells, and MYC2 regulates this process by repressing expression of the auxin-responsive gene *PLETHORA*, which is responsible for stem cell maintenance and cell division^25^.

Cytokinin governs plant growth and development^26^ and recent studies demonstrated that cytokinin plays a key role in the development of root vascular tissue^27–29^. In cytokinin signal transduction, hybrid histidine protein kinases perceive the cytokinin signal at the plasma membrane, and histidine phosphotransfer proteins (AHPs) transmit this signal to response regulators (ARRs) through a phosphorelay^30^. *ARRs* can be categorized into Type-B and Type-A *ARRs* encoding transcriptional activators and repressors responsible for modulating the expression of cytokinin-responsive genes. *ARR1, 2, 10, 11*, and *12* belong to Type-B and *ARR3, 4, 5, 6, 8*, and *9* belong to Type-A. In root vascular tissues, the cytokinin response occurs specifically in procambial cells. A strong cytokinin response in the procambium promotes polar auxin transport toward protoxylem precursors by controlling expression and localization of PIN-FORMED (PIN) proteins, leading to the establishment of auxin maxima in these cells^29^. The auxin response promotes xylem differentiation and suppresses the cytokinin response by inducing the expression of *ARABIDOPSIS HISTIDINE PHOSPHOTRANSFER PROTEIN 6* (*AHP6*), which encodes a pseudo-histidine phosphotransfer protein and functions as an inhibitor of cytokinin signaling. Expression of *AHP6* is essential for regulation of the cytokinin response. For example, overexpression or knock-out of A*HP6* affects the cytokinin response and plant development^31^. Several genetic studies support the essential role of the cytokinin response in vascular tissue develoment. For example, the *wooden leg* (*wol*) mutants have severe defects in cytokinin responses and display all-xylem phenotypes in their vasculature. Also, mutant plants that lack expression of Type-B *ARRs* such as *ARR1*, *ARR10*, and *ARR12* produce extra xylem^28, 29, 32^. Furthermore, treatment with exogenous cytokinin strongly suppresses the formation of xylem. These observations suggested that cytokinin is a negative regulator of xylem development^28, 29^.

Crosstalk between JA and cytokinin remains largely unknown. However, previous studies showed that environmental stresses that provoke JA responses can affect the expression of cytokinin-responsive genes^33–35^. These findings suggested that JA might interact with cytokinin to coordinate plant stress responses and growth. In this study, we showed that JA promotes xylem differentiation and a reduction of the cytokinin response underlies this process. Further molecular and genetic analysis suggested that the JA-responsive transcription factor MYC2 and the cytokinin signaling inhibitor AHP6 participate in JA-induced xylem development.

## Results

### JA interacts antagonistically with cytokinin

Previous studies have proposed that JA and cytokinin act antagonistically in the regulation of plant development and immunity^36–38^. JA inhibits apical root growth by suppressing the activity of meristematic cells in roots^25^. To understand the regulatory interaction between JA and cytokinin, we examined root growth in Col-0 plants treated with JA, cytokinin, or both (Fig. 1a; see Supplementary Fig. S1). Treatment with JA or cytokinin alone inhibited apical growth of roots and the combined treatment inhibited root growth more severely than either treatment alone. These observations suggested that cytokinin does not nullify the negative effect of JA on apical growth of roots.

**Figure 1:**
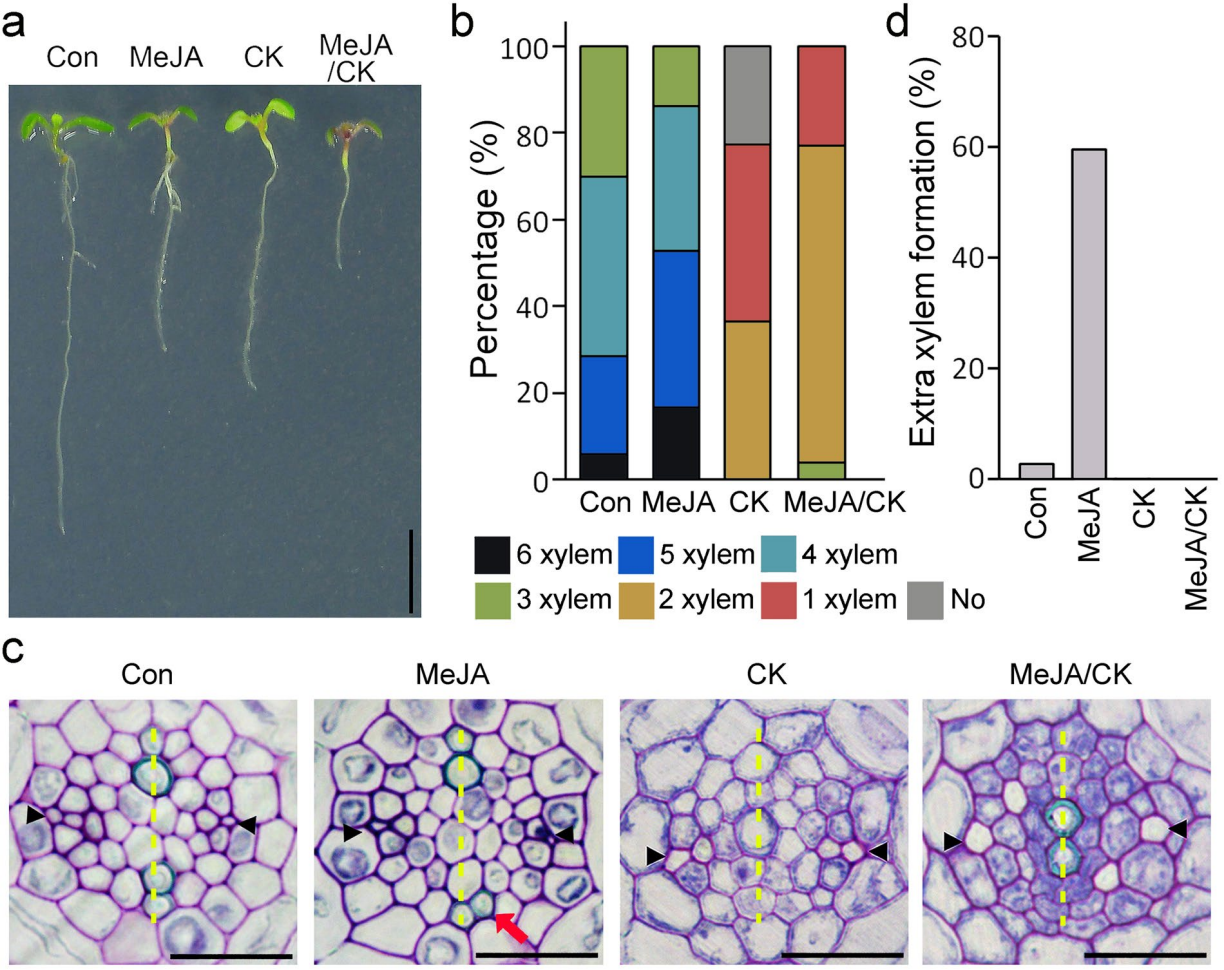
Antagonistic interaction between JA and cytokinin in xylem development. (**a**) Root growth of Col-0 grown in the indicated conditions for 7 days (MeJA, 10 μM MeJA; cytokinin, 50 nM BAP; MeJA/cytokinin, 10 μM MeJA and 50 nM BAP). (**b**) Quantification of the number of xylem cells in the xylem axis of these plants (*n* > 20). (**c**) Vasculature morphology of Col-0 grown in the indicated conditions for 7 days. Black arrows and arrowheads indicate extra xylem cells and phloem cells, respectively. The yellow dotted line indicates a xylem axis. (**d**) Quantification of extra xylem formation in these plants. Percentages were calculated by dividing the number of plants with extra xylem by the number of plants observed. Scale bar = 0.5 cm in (**a**) and 20 μm in (**c**).

To further understand the interaction between JA and cytokinin, we analyzed the morphology of the root vasculature because cytokinin suppresses xylem formation whereas JA promotes xylem formation^39^. When we quantified the number of xylem cells in the roots of these plants by transverse sectioning and toluidine blue staining, we found that JA and cytokinin act antagonistically in xylem development (Fig. 1b). In normal growth conditions, 30%, 42%, 23%, and 5% of Col-0 roots showed 3, 4, 5, and 6 xylem cells in a xylem axis, respectively; by contrast, 15%, 33%, 36%, and 16% of JA-treated Col-0 roots formed 3, 4, 5, and 6 xylem cells, respectively, indicating that JA promotes xylem development. Unlike JA-treated or -untreated Col-0 roots, which generally had more than three xylem cells in a xylem axis, 23% of cytokinin-treated roots formed no xylem cells in the axis, 40% formed only one xylem cell, and 37% of roots formed two xylem cells, indicating that cytokinin strongly suppresses the formation of xylem. In JA/cytokinin-treated roots, all roots formed one or two xylem cells in the xylem axis, and the no-xylem phenotype was not observed, unlike Col-0 plants treated with cytokinin alone. Furthermore, we found that JA promotes formation of extra xylem adjacent to the xylem axis, which was rarely observed in JA-untreated wild-type plants (Fig. 1 c and d). The JA-induced xylem phenotype was rarely observed in the plants treated with both JA and cytokinin. These observations indicated that cytokinin diminishes the effect of JA on xylem development, suggesting an antagonistic interaction between JA and cytokinin.

To get an overview of how these hormones affect gene expression in the root, we performed RNA-sequencing (RNA-seq) using total RNA extracted from Col-0 roots treated with JA, cytokinin, or both. 

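Total RNA was taken from roots of Col-0, the wild type in these experiments, grown for 7 days without hormone (control), with 10 μM MeJA (JA), with 50 nM BAP, a synthetic cytokinin (cytokinin), or with both (JA/cytokinin). There was 1 library per condition, 4 in all, so no difference between them has a replicate check, and no p-value is given across genes. The libraries were made from polyA-selected RNA and sequenced from both ends. The authors deposited the number of reads sequenced per library, which was 98961424 for control, 103814650 for JA, 98605532 for cytokinin and 115141812 for JA/cytokinin. They also deposited the expression of 33565 TAIR10 genes as FPKM calculated by Cufflinks, which divides the fragments assigned to a gene by its length and by the mapped fragments of the library. Fragment counts were not used here, but low FPKM values of genes with 1 transcript tend to lie at multiples of a single fragment. From the size of that step, an estimated 91.2% of the read pairs of the control library, 91.2% of JA, 91.8% of cytokinin and 87.2% of JA/cytokinin were mapped fragments. At these depths 3 fragments on 1 kb of transcript, less the length of a fragment, correspond to 0.0665, 0.0633, 0.0663 and 0.0598 FPKM, respectively. Intervals given for single genes come from these estimated fragments at the 95% level and cover counting error only. Ratios were taken between FPKM values as deposited, on the log2 scale and without a pseudocount, over genes with FPKM above 0 in all 4 libraries. As a yardstick in place of replicates, the spread of the log2 difference between the cytokinin and control libraries among genes of similar FPKM was used, which was 1.34 in the lowest of 10 equal groups of genes by FPKM and 0.26 in the highest. Scaling factors between libraries lay close to 1, from 0.992 to 1.02 by the median ratio.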

Results can be found in the GEO database under accession number GSE80188. 

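In the roots grown with JA, 2078 genes had at least 2-fold higher and 2520 at least 2-fold lower FPKM than in control roots. With cytokinin, 1157 genes were higher and 2177 lower, and with JA/cytokinin, 2531 were higher and 2588 lower. Together 7478 genes passed 2-fold in at least one treatment, 2139 of which had a mean FPKM under 1. In simulated libraries that differed from each other only by the spread between the cytokinin and control libraries, a mean of 3321 genes passed. The count moved most with the threshold, to 12102 genes at 1.5-fold and 4256 at 3-fold, and with a pseudocount of 1 it was 4396. JA and JA/cytokinin shared 1310 higher and 1322 lower genes, and 200 genes changed at least 2-fold in opposite directions. Cytokinin and JA/cytokinin shared 700 higher and 1445 lower genes, with 162 in opposite directions. Between cytokinin and JA, 403 higher and 747 lower genes were shared and 576 went in opposite directions. Across the 7478 genes, which are not independent replicates, the log2 ratios of JA and JA/cytokinin had a Pearson r of 0.83, those of cytokinin and JA/cytokinin 0.019, and those of cytokinin and JA -0.075. All of these share the control library, and unchanged simulated libraries gave an r of 0.54. The r values rested on 17 genes with FPKM above 0 but under 0.001 in at least one library, the smallest value being 4.13e-131. With such values raised to 0.001, a setting chosen after seeing the data, r was 0.66 for JA and JA/cytokinin, 0.71 for cytokinin and JA/cytokinin, and 0.24 for cytokinin and JA. Spearman's rho, which depends little on a few extreme genes, was 0.65, 0.63 and 0.18, respectively. The SD of the log2 difference over the same genes was 3.10 between JA and JA/cytokinin, 2.40 between control and cytokinin, and 5.44 between cytokinin and JA/cytokinin, and with values raised to 0.001 it was 1.66, 1.65 and 1.52. Over all 22291 genes, rho was 0.62 for JA and JA/cytokinin, 0.47 for cytokinin and JA/cytokinin, and 0.06 for cytokinin and JA. Unchanged simulated libraries gave a Pearson r of 0.50 over all genes. The JA effect without cytokinin and the JA effect with cytokinin, which share no library, had a rho of 0.66 over all 22291 genes. The cytokinin effects without and with JA had a rho of 0.55. The 19 photosynthesis genes measured in all 4 libraries were lower in every treatment than in control roots, and their median log2 ratio was -2.58 with JA, -6.27 with cytokinin and -6.40 with JA/cytokinin. Shoot material in the control library is a candidate explanation, and it would bear on every ratio to that library. A set of 11 YABBY and stomatal lineage genes, from a list of shoot genes added later, had an estimated 801 fragments in the control library. It had 22.3 with JA, 23.8 with cytokinin and 38.0 with JA/cytokinin. Greening of roots that differs with the hormones stays open.

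**Figure D1:**
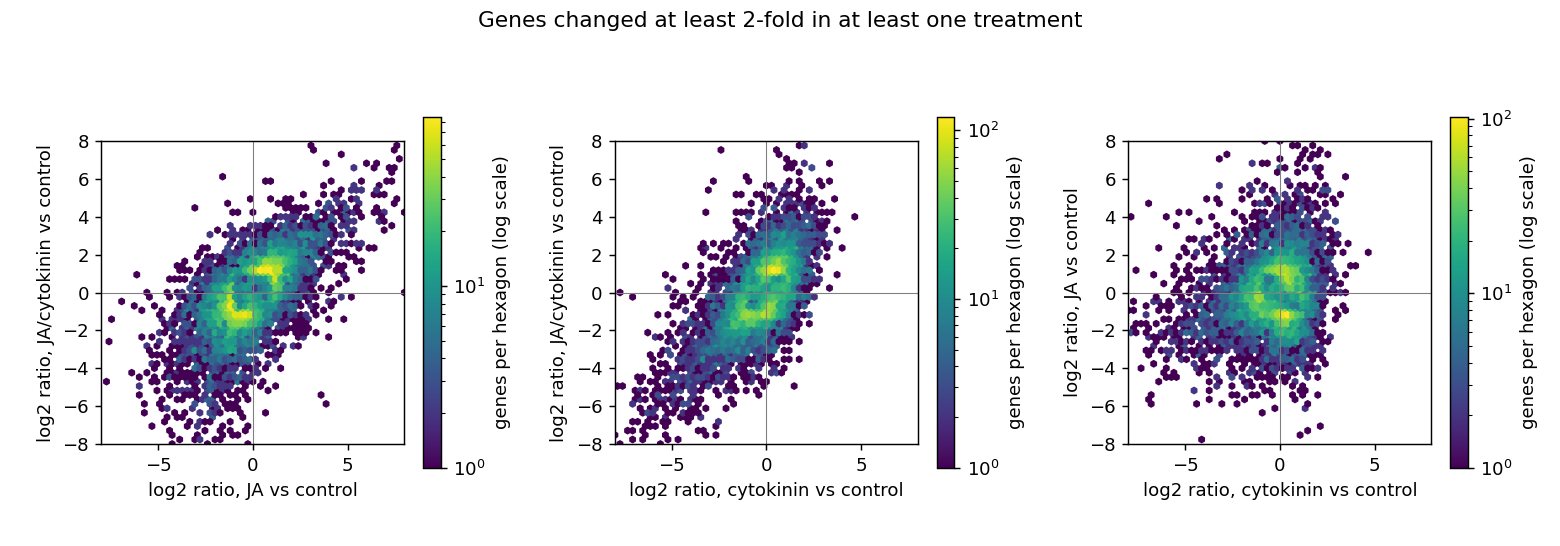
Log2 ratios of FPKM to the control library for the 7478 genes changed at least 2-fold in at least one treatment, plotted as JA/cytokinin against JA (left), JA/cytokinin against cytokinin (middle) and JA against cytokinin (right). Colour gives the number of genes per hexagon on a log scale, and 60, 58 and 49 genes, respectively, lie beyond the axis limit of 8. Genes spread along the diagonal in the left and middle panels, where Spearman's rho was 0.65 and 0.63, and less so on the right, where it was 0.18.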

When the expression patterns of 4,401 genes satisfying the criterion |fold change| ≥ 2 in at least one data set were displayed as a heat map, we found that gene expression patterns induced by cytokinin differed substantially from those induced by JA alone or by JA and cytokinin together (see Supplementary Fig. S2a). Quantitative RT-PCR analysis of cytokinin-induced gene expression partially supported this (see Supplementary Fig. S2b). 

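The values here come from the RNA-seq libraries, and the qRT-PCR data are not analysed here. ARR5 (AT3G48100, chromosome 3 from 17758427 to 17760950 in TAIR10.1) had 58.4 FPKM in control roots (95% interval 56.5 to 60.4), 27.8 with JA (26.5 to 29.2), 105 with cytokinin (102 to 107) and 112 with JA/cytokinin (110 to 115). ARR7 (AT1G19050, chromosome 1 from 6577833 to 6579314) had 14.2 FPKM in control roots, 2.15 with JA (1.71 to 2.68), 20.7 with cytokinin and 35.0 with JA/cytokinin. ARR15 (AT1G74890, chromosome 1 from 28131447 to 28133025), the lowest of the 8 type-A ARRs, had 3.15 FPKM in control roots (2.64 to 3.75), 0.459 with JA (0.280 to 0.709), 11.0 with cytokinin and 3.41 with JA/cytokinin (2.89 to 3.97), so that its last value could not be told from control at this depth. Of the 8 type-A ARRs, 7 were lower with JA than in control roots. For ARR3, ARR4, ARR5, ARR6, ARR7 and ARR15 the fall was larger than the spread at their FPKM, while the log2 ratio of ARR8, -0.16, lay within the spread. ARR9 was higher with JA, by a log2 ratio of 0.87. The median log2 ratio of the 8 genes was -0.85 with JA, at percentile 0.11 among 10000 random lists of genes with similar FPKM. It was 0.64 with cytokinin (percentile 99.97) and 0.91 with JA/cytokinin (percentile 99.96), where all 8 genes were at or above their control value. Compared with cytokinin alone, JA/cytokinin gave a median log2 ratio of 0.31 (percentile 94.4), with ARR3 and ARR15 lower by log2 ratios of -0.52 and -1.70. ARR6, ARR8 and ARR9 overlap other annotated genes, and the strand setting of the counting is not known. The PIN genes moved less uniformly. PIN4 (AT2G01420, chromosome 2 from 180033 to 183764) had 18.3 FPKM in control roots, 7.29 with JA, 36.4 with cytokinin and 12.9 with JA/cytokinin. PIN2 fell from 84.5 FPKM to 55.2 with JA and was 95.5 with cytokinin and 64.6 with JA/cytokinin. PIN7 was 18.3, 14.6, 32.5 and 19.3 FPKM in the same order, and its JA ratio was just beyond the spread at its FPKM (log2 ratio -0.33 against 0.28). PIN5 (AT5G16530, chromosome 5 from 5400600 to 5402845) had 2.47 FPKM in control roots and 0.165 with JA (0.0789 to 0.302), from an estimated 10.0 fragments, and 3.18 with cytokinin and 6.62 with JA/cytokinin. PIN3 was higher with JA than in control roots, by a log2 ratio of 0.87. PIN6 was under 1 FPKM in 3 libraries, and PIN8 was listed at 0 in the control and cytokinin libraries. Over the 7 PIN genes measured in all libraries the median log2 ratio was -0.33 with JA (percentile 10.7) and 0.36 with cytokinin (percentile 97.0). With a pseudocount of 1 the cytokinin value was at percentile 98.7. In its discussion, the paper takes the fall of cytokinin-induced genes with JA together with the root anatomy of plants given both hormones and of plants overexpressing AHP6, and proposes that the hormones act against each other.

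**Figure D2:**
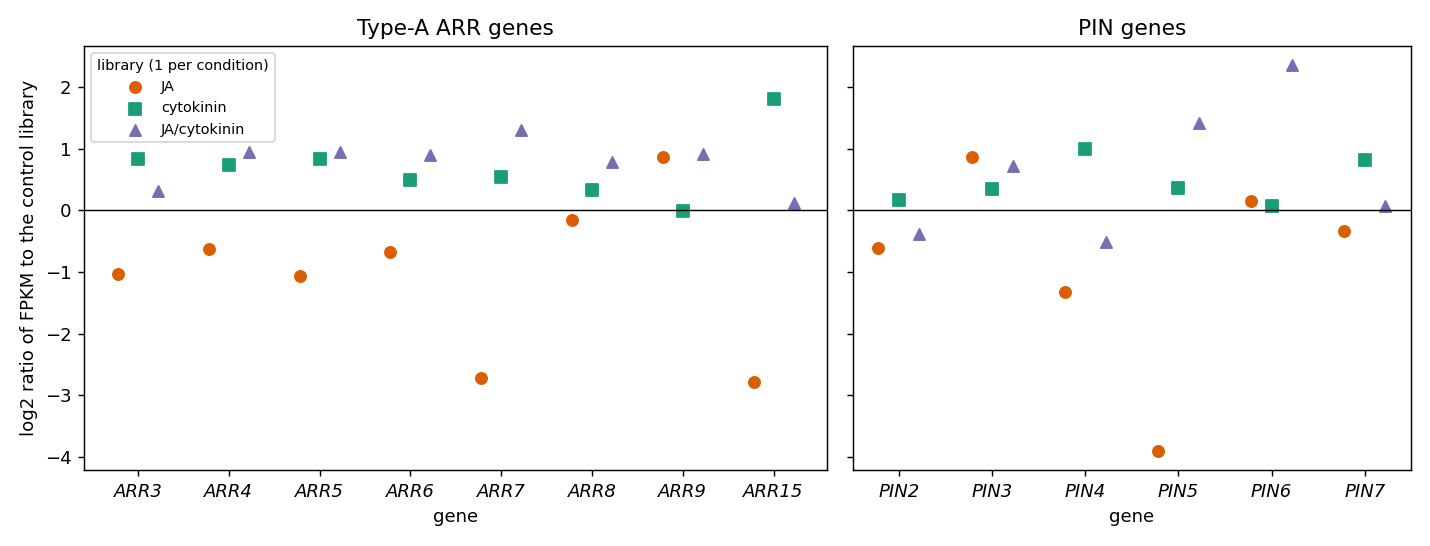
Log2 ratio of FPKM to the control library for 8 type-A ARR genes (left) and 6 PIN genes (right), with 1 library per condition and so no error bars. Circles stand for JA, squares for cytokinin and triangles for JA/cytokinin. All 8 triangles on the left lie above 0, and on the right those of PIN2 and PIN4 lie below 0, at -0.39 and -0.51.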

JA reduced the expression of cytokinin-induced genes such as *ARRs* and *PINs*, but the roots treated with both JA and cytokinin did not show a reduction in *ARR* and *PIN* expression.

### JA promotes differentiation of xylem

To further understand the effect of JA on the development of extra xylem, we examined the development of root vascular tissue in wild type and the JA signaling-defective mutants *jar1-1* and *coi1-1* (Fig. 2a and b). Transverse sectioning and toluidine blue staining showed that the morphology of root vascular tissue was almost identical between wild type and JA-signaling defective mutants grown in the absence of exogenous JA. However, around 15% of wild-type plants treated with 1 μM JA (Col-0, *n* = 32) developed extra xylem neighboring the protoxylem of a xylem axis. Around 60% of Col-0 plants (*n* = 37) developed extra xylem when grown in 10 μM JA. However, unlike Col-0 plants, in the *jar1-1* and *coi1-1* mutants, JA did not affect the morphology of root vascular tissues, and the extra-xylem phenotype was rarely detected in these mutant plants. However, the JA-biosynthesis mutant *opr3* did form extra xylem in response to JA (see Supplementary Fig. S3). These observations suggested that JA signaling affects vascular tissue morphology in response to JA.

**Figure 2:**
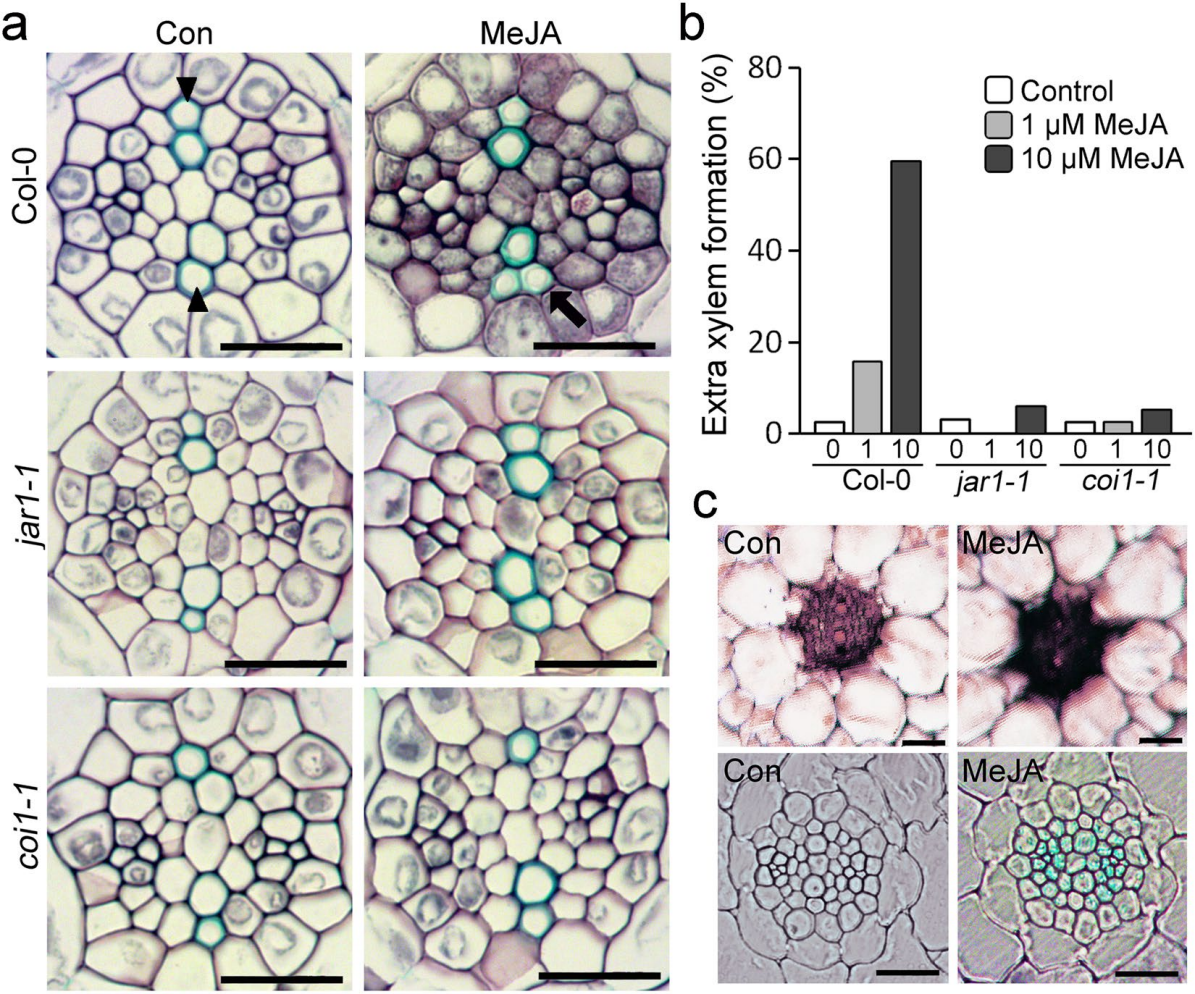
JA affects development of root vascular tissues. (**a**) Morphology of root vascular tissues of Col-0, *jar1-1*, and *coi1-1* grown in 10 μM MeJA or not treated for 7 days. Maturation regions of the indicated roots were transversely sectioned and stained with toluidine blue for detection of xylem cells. (**b**) Quantification of extra xylem formation in these plants (*n* > 30). Percentages were calculated by dividing the number of plants with extra xylem by the number of plants observed. (**c**) RNA *in situ* hybridization and GUS staining showing JA responses in vascular tissues. Spatial expression pattern of the JA-responsive gene *VSP1* in roots (top) grown in 10 μM MeJA (right) or not treated (left) for 7 days. GUS staining analysis (bottom) was performed using *4XJARE::GUS* plants in which *GUS* expression was controlled by the activity of 4 copies of the Jasmonic Acid Response Element (JARE). These plants were treated with 100 μM MeJA for 6 hrs. GUS staining solution with 1 mM ferrocyanide/ferricyanide was used. Arrow and arrowheads indicate extra xylem and protoxylem, respectively. Scale bar = 20 μm.

Examination of the JA response domain in the roots supported this (Fig. 2c). RNA *in situ* hybridization of the JA-induced gene *VEGETATIVE STORAGE PROTEIN1* (*VSP1*) in Col-0 roots showed that vascular tissues had a stronger signal for the *VSP1* transcripts, compared with other tissues. JA treatment increased accumulation of the *VSP1* transcript in the vascular tissues. Additionally, transgenic plants expressing a *GUS* reporter gene under the control of the Jasmonic Acid Response Element (*4XJARE::GUS*) displayed GUS staining mainly in the vascular tissues in response to JA.

To characterize the effect of JA on xylem development, we counted the number of vascular tissue cells, and found that there was no significant difference in the number of vascular tissue cells between Col-0 roots grown with and without JA (see Supplementary Fig. S4a). However, the number of xylem cells in Col-0 roots grown in 10 μM JA was significantly higher than that of Col-0 grown without JA (see Supplementary Fig. S4b). These observations suggested that the JA response promotes xylem differentiation.

### JA reduces the cytokinin response in root vascular tissue

Cytokinin negatively regulates xylem development^28, 29^. Because JA promotes xylem development, we hypothesized that JA might affect cytokinin responses in the root vasculature. To address this, we tested whether JA causes changes in the cytokinin response in transgenic plants containing the *TCS::GFP* reporter for the cytokinin response^2^ (Fig. 3a). In JA-untreated conditions, we detected strong fluorescent signals in *TCS::GFP* root caps, but JA treatment decreased the intensity of the fluorescent signal in a dosage-dependent manner. Unlike wild-type plants, *coi1-1* mutants did not respond to JA, and the suppression of GFP signals by JA was not observed in the mutant plants. These observations suggested that the JA response suppresses the cytokinin response. However, changes in the cytokinin response in root vasculature were not obvious in this system because the fluorescent signals in the tissues were too weak to visualize.

**Figure 3:**
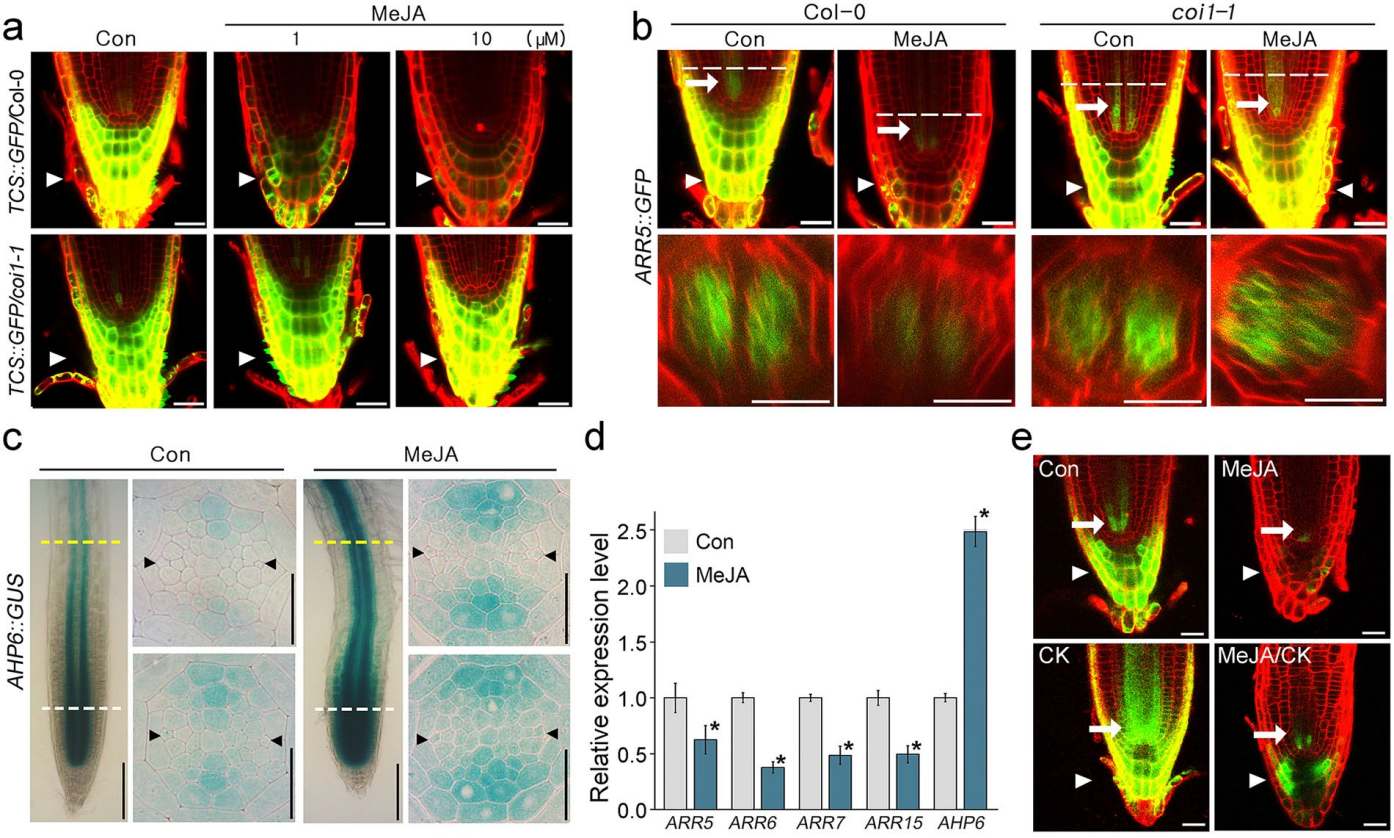
JA reduces the cytokinin response. (**a**) Effect of JA on the cytokinin response was analyzed by visualizing the fluorescent signals in *TCS::GFP/*Col-0 (top) and *TCS::GFP/coi1-1* (bottom) plants grown in 1 and 10 μM MeJA for 7 days. (**b**) Confocal longitudinal (top) and cross (bottom) section images showing that JA suppressed cytokinin-induced *ARR5* expression in root vascular tissues of Col-0, but not in *coi1-1* mutants. The indicated plants were grown in 10 μM MeJA or not treated for 7 days. (**c**) GUS staining of *AHP6::GUS* plants grown in 10 μM MeJA or not treated for 7 days using GUS staining solution without ferrocyanide/ferricyanide. (**d**) Expression levels of cytokinin-responsive genes measured by qRT-PCR. Total RNA was extracted from Col-0 roots grown in the indicated conditions for 7 days. *GAPDH* was used as a reference gene for normalization. Error bars represent S.D. and asterisks indicate statistically significant differences between the corresponding samples and their control (*p* < 0.01, *t*-test). (**e**) Visualization of the fluorescent signals in *ARR5::GFP/*Col-0 grown in the indicated conditions (MeJA, 10 μM MeJA; cytokinin, 50 nM BAP; MeJA/cytokinin, 10 μM MeJA and 50 nM BAP). White arrows and arrowheads indicate cytokinin response in the vascular tissue and root cap, respectively. Dotted lines indicate the longitudinal position where confocal optical cross-sectioning was performed. Scale bar = 100 μm in whole-mounted images of (**c**) and 20 μm in others.

We also tested the *ARABIDOPSIS RESPONSE REGULATORS5* (*ARR5*) and *WOODEN LEG* (*WOL*) promoters, two other cytokinin-responsive markers^28, 40^. In *ARR5::GFP* transgenic plants not treated with JA, fluorescent signals were observed in root caps and vascular tissues. In *ARR5::GFP* plants grown with JA, the GFP signals were much weaker than in *ARR5::GFP* plants grown without JA (Fig. 3b). Furthermore, optical sectioning showed that JA treatment decreased the intensity of fluorescent signals in vascular tissues of *ARR5::GFP* plants. However, in the *coi1-1* background, JA did not affect the fluorescent signals. Similar to *ARR5::GFP* transgenic plants, *WOL::GFP/Col-0* plants displayed suppressed fluorescent signals in response to JA but *WOL::GFP/coi1-1* plants did not (see Supplementary Fig. S5). These results suggested that the JA response suppresses the cytokinin response in root vascular tissues. *AHP6* inhibits the cytokinin response and *AHP6* expression is negatively correlated with cytokinin responses^28, 29^. In contrast to *ARR5* and *WOL*, expression of *AHP6* increased in response to JA. In JA-untreated *AHP6::GUS* seedlings, GUS staining was predominantly detected in the protoxylem and neighboring pericycle cells. However, JA treatment expanded the *AHP6* expression domain to the procambial cells (Fig. 3c; see supplementary Figs S6 and S7). These results suggested that JA suppresses the cytokinin response in the root vasculature. Quantitative RT-PCR analysis supported this idea (Fig. 3d). Expression levels of Type-A *ARRs* such as *ARR5*, *6*, *7*, and *15* were lower in Col-0 roots grown with JA than those grown without JA, whereas the expression level of *AHP6* was higher in the JA-treated roots. Unlike Type-A *ARRs*, expression of Type-B *ARRs* in JA-treated Col-0 plants tended to be slightly upregulated compared to those in JA-untreated Col-0 (see Supplementary Fig. S8). Previous studies showed that expression levels of Type-A *ARRs* increased in response to cytokinin, but expression of Type-B *ARRs* tended to decrease^41^. These results suggested that the decreased expression of Type-A *ARRs* and the increased expression of Type-B *ARRs* might be caused by suppression of the cytokinin response by JA. When the fluorescent signals were visualized in *ARR5::GFP* plants treated with JA, cytokinin, or both, the intensity of fluorescent signal in JA/cytokinin-treated *ARR5::GFP* plants was higher than that in the JA-treated *ARR5::GFP* plants, but lower than that in cytokinin-treated *ARR5::GFP* plants. These observations supported the negative effect of JA on cytokinin responses and the antagonistic relationship between JA and cytokinin (Fig. 3e).

To further understand the reduction of the cytokinin response by JA, we analyzed changes in the cytokinin response in a time course in the *ARR5::GFP* roots treated with JA (Fig. 4a). The fluorescent signals in the roots exposed to JA for 0.5 or 1 day were almost identical to those in JA-untreated roots. However, as the exposure time increased, the intensity of the fluorescent signals gradually decreased. In the roots exposed to JA for 3 days, the fluorescent signals were obviously weaker than those in control roots and the signals almost disappeared at 7 days. When these roots were transferred to media without JA and grown for 3 days, the fluorescent signals reappeared. To understand the relationship between cytokinin responses and extra xylem formation, we quantified formation of extra xylem in these plants (Fig. 4b). The extra-xylem phenotype was rarely detected in the roots exposed to JA for 1 day, but the roots exposed to JA for 3 days or 7 days showed the extra-xylem phenotype. These observations suggested that suppression of the cytokinin response by JA does not occur rapidly, but the JA-mediated xylem phenotype is caused by suppression of the cytokinin response.

**Figure 4:**
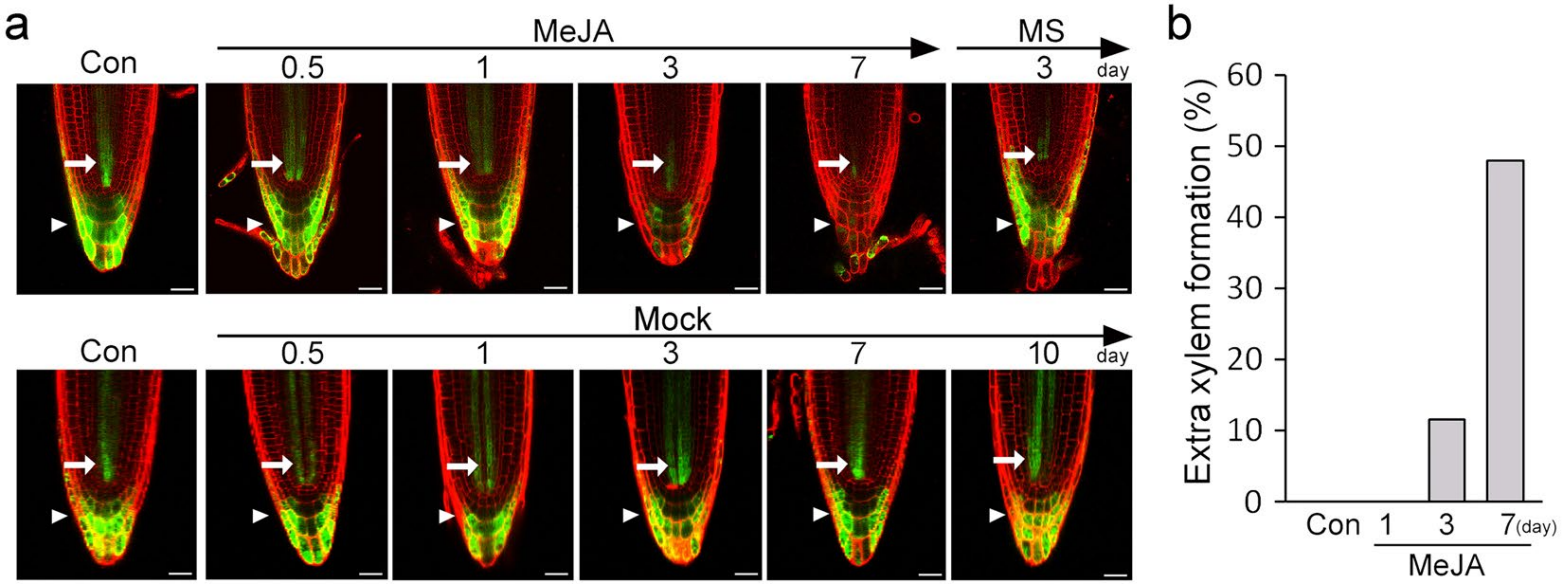
Gradual suppression of the cytokinin response by JA. (**a**) Suppression of the cytokinin response by JA was analyzed in a time course by monitoring fluorescent signals in *ARR5::GFP* plants. Five-day-old *ARR5::GFP* plants grown without JA were transferred to MS media containing 10 μM MeJA, and grown for the indicated times. Mock indicates MS media containing 0.05% EtOH. White arrows and arrowheads indicate cytokinin response in the vascular tissue and root cap, respectively. (**b**) Quantification of extra xylem formation in these plants (*n* > 20). Percentages were calculated by dividing the number of plants with extra xylem by the number of plants observed. Scale bar = 20 μm.

### Overexpression of *AHP6* promotes formation of extra xylem

To understand whether the low cytokinin response can promote the development of extra xylem, we analyzed xylem development in *AHP6*-overexpressing transgenic plants, which have reduced cytokinin responses (see Supplementary Fig. S9). Further characterization showed that around 20–27% of *35S::AHP6* plants form extra xylem, even in the absence of exogenous JA, suggesting that a reduction of cytokinin can induce the formation of extra xylem (Fig. 5a and b). The *35S::AHP6* and wild-type plants also showed similar numbers of vascular cells; however, the *35S::AHP6* plants tended to have more xylem cells, compared to wild-type plants (see Supplementary Fig. S10). We then checked the JA response in *AHP6*-overexpressing transgenic plants by analyzing expression levels of the JA-induced genes *LIPOXYGENASE2* (*LOX2*) and *JASMONATE-RESPONSIVE2* (*JR2*). We found no difference in the expression levels of *LOX2* and *JR2* between wild-type and *AHP6*-overexpressing plants (Fig. 5c). These findings indicated that a low cytokinin response promotes xylem development without affecting JA responses.

**Figure 5:**
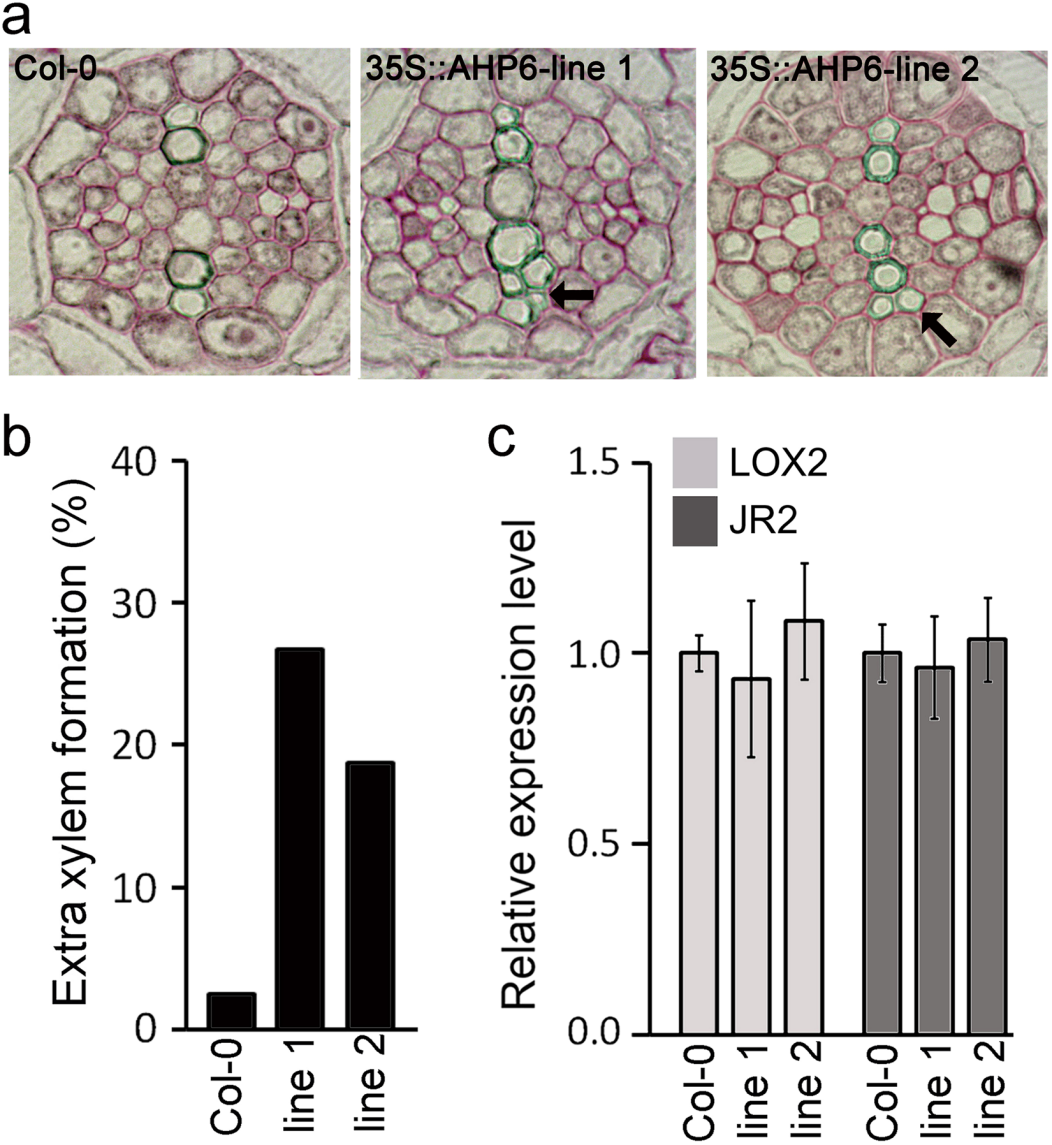
Reduction of the cytokinin response promotes the formation of extra xylem. (**a**) Cross section images of *35S::AHP6* roots grown in MS media for 7 days. (**b**) Quantification of extra xylem formation in these plants (*n* > 30). Percentages were calculated by dividing the number of plants with extra xylem by the number of plants observed. (**c**) Expression levels of the JA-induced genes *LOX2* and *JR2* in these plants. Line 1 and 2 indicate individual lines of *35S::AHP6* transgenic plants. Error bars represent S.D. *GAPDH* was used as a reference gene. Black arrows indicate extra xylem cells. Scale bar = 20 μm.

To understand the regulatory interaction between JA and cytokinin, we checked JA-induced changes in the expression of JA-induced genes in *35S::AHP6* plants in a time course (Fig. 6a–d). In JA-untreated conditions, *LOX2* and *JR2* expression was almost identical between wild-type and *AHP6*-overexpressing plants. However, *LOX2* and *JR2* expression in JA-treated *35S::AHP6* plants was higher than that in JA-treated Col-0 plants, and the difference tended to increase with increasing treatment time. These results suggested that *35S::AHP6* plants show higher JA responses when treated with JA. To explore this, we analyzed root growth inhibition and extra xylem formation in JA-treated *35S::AHP6*. In JA-untreated conditions, the root length of *35S::AHP6* plants was similar to that of wild type. However in JA-treated conditions, the root length of *35S::AHP6* plants was shorter than that of wild-type plants (Fig. 6e). When extra xylem formation was quantified, approximately 54% and 78% of *35S::AHP6* plants showed extra xylem in response to 1 µM and 10 µM JA, respectively, while around 15% and 60% of wild-type plants did (Fig. 6f). These results suggested that the *35S::AHP6* plants might be more sensitive to JA.

**Figure 6:**
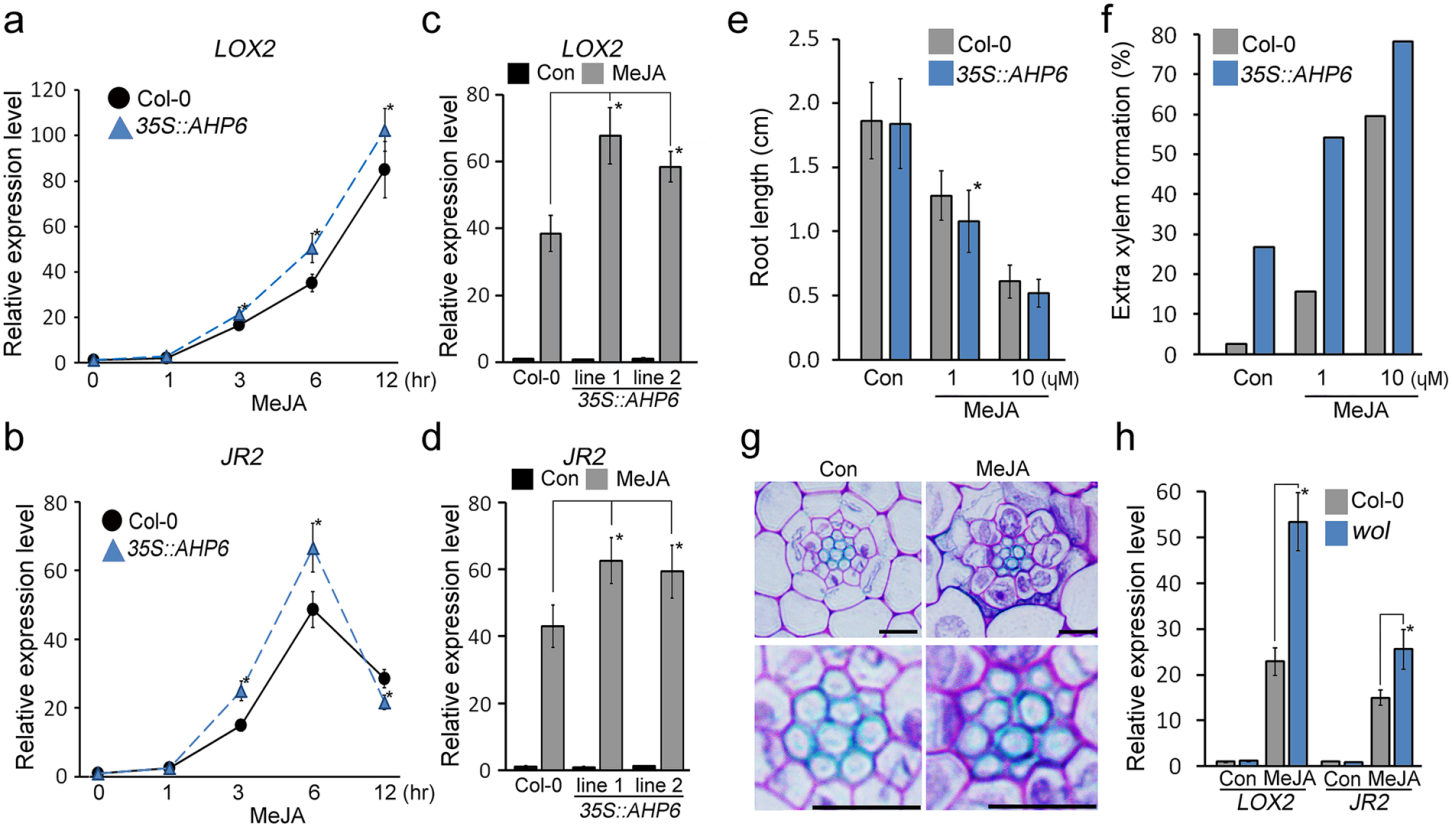
JA responses in plants with reduced cytokinin responses. *LOX2* (**a**) and *JR2* (**b**) expression was analyzed in *35S::AHP6* plants by qRT-PCR. Seven-day-old *35S::AHP6* and Col-0 seedlings were transferred to media containing 100 μM MeJA and incubated for the indicated time. Total RNA was extracted from these roots. Expression levels of *LOX2* (**c**) and *JR2* (**d**) in two independent lines of 7-day-old *35S::AHP6* plants treated with 100 μM JA for 6 hrs. (**e**) Root growth of *35S::AHP6* plants grown in JA-treated and -untreated conditions for 7 days (*n* > 30). (**f**) Quantification of extra xylem formation in these plants (*n* > 29). Percentages were calculated by dividing the number of plants with extra xylem by the number of plants observed. (**g**) Root vasculature (top) and high-resolution images (bottom) of *wol* mutants grown in 10 μM MeJA-untreated (left) or -treated (right) conditions for 12 days. (**h**) Expression levels of *LOX2* and *JR2* in *wol* mutant roots. Ten-day-old *wol* and Col-0 seedlings were transferred to MS media containing 100 μM MeJA and incubated for 3 hrs. Total RNA was extracted from the roots of these plants. *GAPDH* was used as a reference gene. Error bars represent S.D. and asterisks indicate statistically significant differences between the corresponding samples and their control (*p* < 0.01, *t*-test). Scale bar = 10 μm.

The *wol* mutants have severely compromised cytokinin responses and defects in root growth^27, 29^. The *wol* mutants have fewer vascular cells compared with wild-type plants, and all root vascular cells differentiate into xylem cells^27, 29^. As expected, the root vascular morphology of JA-treated *wol* mutants was almost identical to JA-untreated *wol* mutants, and the number of vascular tissue cells all of which were xylem cells was similar between them (Fig. 6g; see Supplementary Fig. S11). The expression of *LOX2* and *JR2* was almost identical between JA-untreated wild type and *wol* mutants. However, in JA-treated conditions, expression levels of *LOX2* and *JR2* were higher in in *wol* mutants than in wild-type, suggesting that *wol* mutants show higher JA responses when treated with JA (Fig. 6h).

We also checked cytokinin responses in the JA-signaling mutant *jar1-1* by analyzing the expression level of *ARR5* (see Supplementary Fig. S12). In cytokinin-untreated or -treated conditions, the expression levels of *ARR5* were similar between wild-type and *jar1-1* mutant plants grown in the same conditions. To verify this, we quantified the expression level of *ARR5* in another JA-signaling mutant, *myc2-3*. Similar to *jar1-1*, the *myc2-3* mutants exhibited similar cytokinin responses to wild-type plants in cytokinin-untreated or -treated conditions. These observations suggested that JA signaling mutants and wild-type plants have similar sensitivities to cytokinin.

### Expression of *AHP6* and *MYC2* is involved in the JA-mediated xylem phenotype

Since JA expanded the *AHP6* expression domain to the procambium, where extra xylem formed, we explored the possible involvement of *AHP6* in JA-mediated xylem development. To do this, we analyzed xylem development in *ahp6-1* mutants grown with and without JA. Consistent with a previous study by Mähönen *et al.*, development of protoxylem was suppressed in *ahp6-1* mutants grown without JA^28^ (Fig. 7a and b). Furthermore, unlike wild-type plants that formed extra xylem cells in response to JA, *ahp6-1* mutants did not produce, or rarely produced extra xylem cells adjacent to a xylem axis in response to JA. Counting the number of vascular tissue cells and xylem cells in *ahp6-1* mutants showed no significant difference between JA-untreated and JA-treated *ahp6-1* mutants. These findings suggested that *AHP6* is deeply involved in the JA-induced extra-xylem phenotype (Fig. 7c and d).

**Figure 7:**
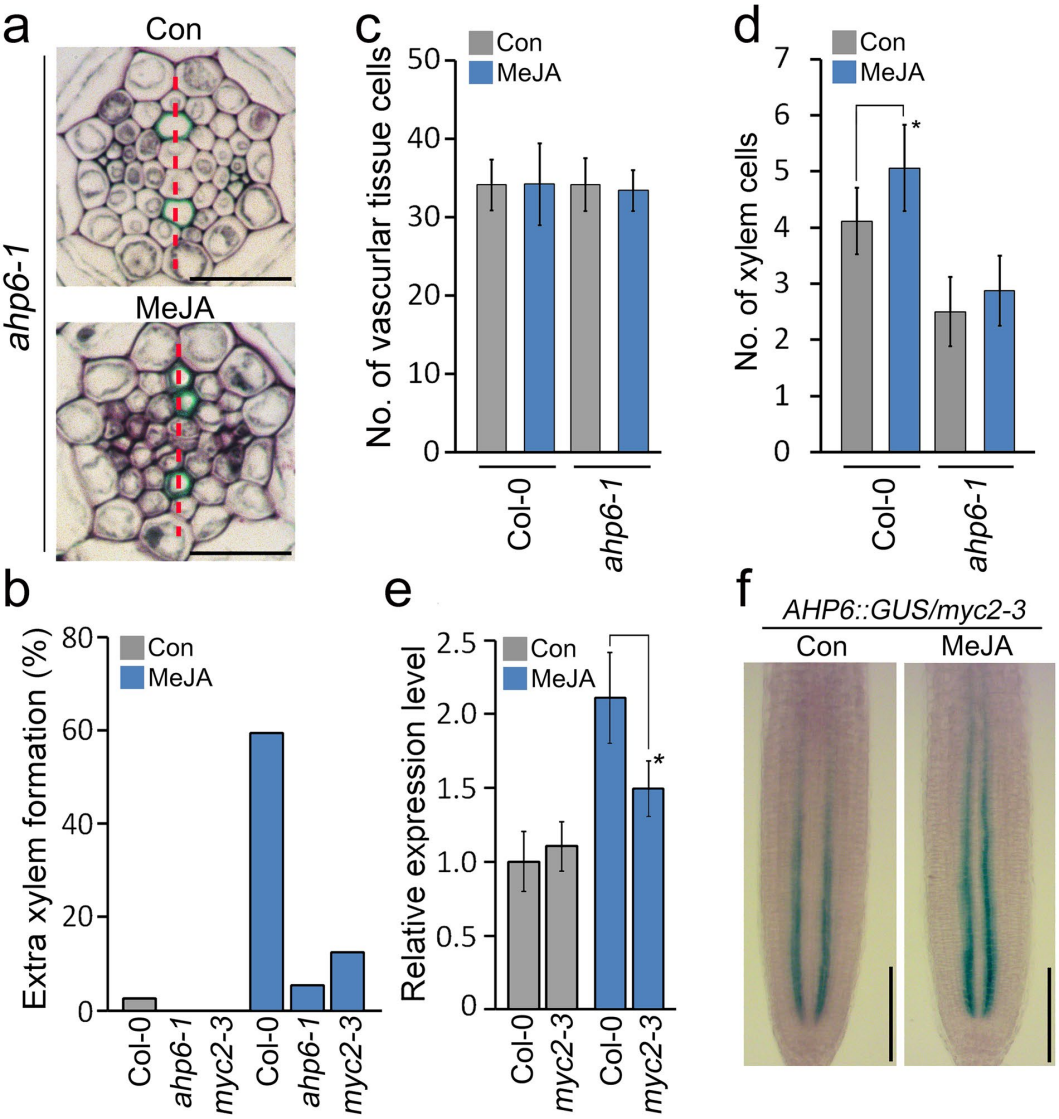
*AHP6* and *MYC2* are involved in JA-mediated xylem development. (**a**) Root vasculature of *ahp6-1* plants grown in 10 μM MeJA-untreated (top) or -treated (bottom) conditions for 7 days. The red dotted line indicates a xylem axis. (**b**) Quantification of extra xylem formation in the roots of Col-0, *ahp6-1*, and *myc2-3* mutants grown in 10 μM MeJA or not treated for 7 days (*n* > 22). (**c** and **d**) The number of vascular tissues cells (**c**) and xylem cells (**d**) in JA-treated and -untreated *ahp6-1* mutant plants. (**e**) Analysis of *AHP6* expression in *myc2-3* mutants by qRT-PCR. Total RNA was extracted from Col-0 and *myc2-3* roots grown in 10 μM MeJA or not treated for 7 days. *GAPDH* was used as a reference gene. Error bars represent S.D. and asterisks indicate statistically significant differences between the corresponding samples and their control (*p* < 0.01, *t-*test). (**f**) GUS staining of *AHP6::GUS/myc2-3* plants grown in 10 μM MeJA or not treated for 7 days using 1 mM ferrocyanide/ferricyanide-containing GUS staining solution. Scale bar = 20 μm in (**a**) and 100 μm (**d**).

We also found that *MYC2* is involved in JA-mediated xylem development. In JA-untreated conditions, *MYC2*-overexpressing transgenic plants did not show an extra-xylem phenotype, similar to Col-0. However in 1 µM JA-treated conditions, approximately 50% of *35S::MYC2* transgenic plants exhibited an extra-xylem phenotype and the rate was around 3-fold higher than in wild-type plants grown in the same conditions. This suggested that overexpression of *MYC2* promotes the formation of extra xylem in response to JA, and *MYC2* is involved in JA-mediated modulation of xylem development (see Supplementary Fig. S13). To explore this, we examined xylem development in *myc2-3* mutants and found that formation of extra xylem is inhibited in *myc2-3* mutants (Fig. 7b), indicating that *MYC2* mediates xylem development in response to JA.

When we compared *AHP6* expression between Col-0 and *myc2-3* mutants grown without JA, we observed no significant difference in *AHP6* expression. However, in JA-treated conditions, the expression of *AHP6* in *myc2-3* mutants was lower than that in wild type (Fig. 7e). These results suggested that MYC2 is involved in the regulation of *AHP6* expression in response to JA. GUS staining of *AHP6::GUS/myc2-3* plants supported this, as *myc2-3* plants grown with and without JA showed similar GUS staining (Fig. 7f). Promoter analysis predicted that the *AHP6* promoter contains a putative MYC2-binding sequence, (CACATG, at -1623 bp) (see Supplementary Table S1). A yeast one-hybrid assay suggested that MYC2 possibly binds to the *AHP6* promoter region containing the MYC2-binding sequence (see Supplementary Fig. S14). However, ChIP analysis using *35S::MYC2-GFP* transgenic plants showed that MYC2 does not directly interact with the *AHP6* promoter.

## Discussion

Developmental flexibility under stress conditions largely occurs via the interaction between hormones that mediate stress responses and developmental processes. JA coordinates the dynamics of plant stress responses and growth through interactions with other phytohormones such as gibberellic acid and auxin^21, 25, 42^. Growing numbers of studies have proposed that JA also interacts with cytokinin in the regulation of plant development and physiology. For example, JA prevents cytokinin-induced soybean callus growth^43^ and also inhibits the effect of cytokinin on chlorophyll degradation and the plant immune system^36, 37^. Expression of genes involved in these processes is regulated differently by JA and cytokinin. Furthermore, each treatment nullifies the effect of the other. A recent study of Nitschke *et al.* also supports the interaction of JA and cytokinin in circadian stress responses^38^. In this study, we showed that JA signaling promotes xylem differentiation in response to JA, and the antagonistic interaction with cytokinin is involved in this process. Cytokinin is a key negative regulator of xylem development^27–29^. For example, cytokinin signaling-defective *wol* plants develop small numbers of procambial cell files due to suppression of procambial cell division^27^. Moreover, this mutant produces all protoxylem in its root vascular tissues^29^. In this study, we showed that JA induces formation of extra xylem in wild-type plants, but not in JA-signaling mutants such as *coi1-1* and *jar1-1*. These suggest that JA response promotes xylem development in response to JA.

Analysis of the cytokinin response showed that the reduction of the cytokinin response is responsible for the JA-mediated xylem phenotype. Expression of cytokinin-induced genes was downregulated by JA, and cytokinin treatment diminished the effect on JA on formation of extra xylem and expression of cytokinin-induced genes. Additionally, *35S::AHP6* plants with reduced cytokinin responses formed extra xylem even in the absence of JA. When expression levels of JA-responsive genes were analyzed in the *35S::AHP6* and wild-type grown in JA-untreated conditions, we found no difference between them. However *35S::AHP6* plants exhibited increased expression of these genes compared to wild type in JA-treated conditions, suggesting that *35S::AHP6* plants with reduced cytokinin responses show higher JA responses than wild-type plants when treated with JA. Furthermore, root growth inhibition and extra xylem development is promoted in these transgenic plants compared to wild-type plants. Previous studies reported that plants with higher JA responses show enhanced tolerance to environmental stresses such as drought and salt^44–48^. Additionally, a study by Nishiyama *et al.* showed that cytokinin-deficient transgenic plants are also resistant to these environmental stresses^49^. Collectively, these suggest that JA antagonistically interacts with cytokinin and the plants with reduced cytokinin responses are more sensitive to JA.

In this study we also showed that the expression level of *AHP6* in two independent *35S::AHP6* lines, was approximated 36- and 28-fold higher than in wild-type plants, respectively. Extra xylem was observed in around 22% and 17% of the transgenic plants, respectively, suggesting a positive relationship between *AHP6* expression and extra xylem formation. Together with the results that *ahp6-1* rarely formed extra xylem in response to JA, these observations suggest that *AHP6* is involved in the JA-mediated xylem phenotype. When the expression level of *AHP6* was compared between JA-untreated *35S::AHP6* and JA-treated Col-0 plants, the *35S::AHP6* plants showed about 15-fold higher expression of *AHP6* than JA-treated Col-0. However, the extra-xylem phenotype was observed in around 20% of *35S::AHP6* and 60% of wild-type plants, indicating that *AHP6* expression is not tightly linked to the JA-mediated formation of extra xylem although expression of *AHP6* is essential for the formation of extra xylem in response to JA. These findings suggest that other JA-regulated factors are involved in this process together with *AHP6*.

MYC2 plays a key role in the regulation of JA responses^11, 50^. Chen *et al.* reported that MYC2 mediates the inhibition of apical root growth in response to JA by suppressing expression of the auxin-responsive gene *PLETHORA* ^25^, suggesting that MYC2 plays an essential role in modulation of root development in response to JA. In this study, we suggest that MYC2 is also responsible for JA-mediated xylem development. Indeed, formation of extra xylem was strongly suppressed in *myc2-3* mutants. These findings suggest that the MYC2 transcription factor mediates xylem differentiation as well as apical growth of roots in response to JA. When expression of endogenous *AHP6* was analyzed in *myc2-3* and wild-type plants exposed to JA, the *myc2-3* mutants exhibited reduced expression of *AHP6* compared to wild-type plants. These findings suggest that the MYC2 transcription factor promotes *AHP6* expression in response to JA. However, based on our ChIP results, it is not likely that MYC2 directly regulates expression of *AHP6* and downstream regulators of MYC2 might be involved in the direct regulation of *AHP6* expression.

Plants dynamically coordinate their growth and defenses in response to changes in environmental conditions, and it has been thought that growth inhibition is one of the adaptations that help plants survive environmental stresses^51^. In this study we showed that JA promotes differentiation of meristematic procambial cells to xylem cells. When we analyzed root development in wild-type plants grown under drought stress, drought inhibited root growth and promoted the formation of extra xylem, as JA does (see Supplementary Fig. S15). This suggests that promotion of xylem differentiation from meristematic cells might be one of the developmental mechanisms that plants use to inhibit their growth and thus to survive environmental stresses. Previous studies showed that JA or JA-dependent environment stresses can affect the expression of genes involved in cytokinin responses^33–35^ partially support this hypothesis. Collectively, our study proposes that the interaction of JA and cytokinin is involved in coordinating the dynamics of plant growth and defense under environmental stresses. Further molecular and genetic approaches will expand our understanding of the mechanisms of the regulatory interaction between JA and cytokinin.

## Materials and Methods

### Plant materials, growth and treatment

Plants of the *Arabidopsis thaliana* ecotype Columbia (Col-0) were used as controls in this study. The *jar1-1*, *coi1-1, myc2-3, wol*, *ahp6-1*, *4XJARE::GUS, ARR5::GFP, TCS::GFP*, *AHP6::GFP* and *35S::MYC2-GFP* plants have been described previously^2, 14, 27–29, 40, 52–54^. These seeds were obtained from the Nottingham Arabidopsis Stock Centre (NASC) or kind donation from Dr. Helariutta, Dr. Mähönen, and Dr. Chua. Seeds were surface sterilized, and plated on ½-strength Murashige and Skoog (1/2x MS) solid media. After 2 days of vernalization at 4 °C in darkness, plants were grown vertically with a light regime of 16/8 hours (light/dark) at 22 °C. For drought treatment, PEG-containing media was prepared as previously described^55^.

### Plasmid construction

For overexpression of *AHP6*, the *35S::AHP6* construct was generated using the GATEWAY system (Invitrogen). The *AHP6* cDNA fragment was amplified by PCR using total RNA extracted from 7-day-old Arabidopsis roots. The pENTRY-AHP6 plasmid was generated by inserting the amplified cDNA fragments into the pDONR221 vector (Invitrogen) using the BP reaction. The pENTRY-AHP6 construct was then recombined into the modified pMDC plant binary vector carrying the 35S promoter through the LR reaction. For the *AHP6::GUS* construct, the *AHP6* promoter (1877 bp) was isolated by PCR from Arabidopsis genomic DNA. This DNA fragment was inserted into the *Pst*I/*Eco*RI-digested pCAMBIA vector containing *β-glucuronidase* (*GUS*) by the Gibson Assembly Cloning system (New England BioLabs). Both constructs were introduced into Arabidopsis Col-0 plants by the floral dip method.

### Embedding, sectioning, and staining

Technovit embedding and sectioning were performed as described^56^ with slight modifications. Arabidopsis roots were fixed in 4% paraformaldehyde for 2 h and then washed in ddH_2_O three times for 1 h each. The fixed samples were dehydrated in an ethanol series (20, 40, 60, 80, and 100% (v/v) in ddH_2_O). The dehydrated samples were sequentially incubated in a series of Technovit 7100 cold-polymerizing resin (33, 66, and 100% (v/v) in EtOH) for 3 h each. Samples were further incubated in 100% Technovit resin for 1 day and solidified with a 15:1 (v/v) mixture of Technovit and hardener solution II at room temperature in a mold for 1 day. Sections (3–4 μm) were taken from the maturation zone of roots (around 2.5–3 mm above the root tip for JA-untreated plants, and around 2–2.5mm above the root tip for JA-treated plants with shorten roots). Dehydrated sections were stained with 0.05% toluidine blue solution to detect xylem cells (pH 4.5).

### GUS staining

GUS staining was performed as described^57^ with slight modifications. *AHP6::GUS/Col-0* and *AHP6::GUS/myc2-3* grown in JA-treated or -untreated conditions for 7 days were incubated in GUS staining solution with or without 1 mM ferrocyanide/ferricyanide (100 mM NaPO_4_ pH 7.0, 0.5 mM 5-bromo-4-chloro-3-indolyl-glucuronide, and 0.2% Triton X-100) at 37 °C for 3 or 8 h. The samples were then washed with 100 mM NaPO_4_ (pH 7.0) and incubated in 70% ethanol at 4 °C overnight.

### Quantitative RT-PCR

Quantitative RT-PCR analyses were performed using total RNA extracted from roots. Total RNA extraction was carried out using the RNeasy plant mini-prep kit (Qiagen) according to the manufacturer’s instructions. For the first-strand cDNA synthesis, 20 µL of reverse transcription reaction was performed using 2 µL of total RNA and Superscript III reverse transcriptase (Invitrogen). For quantitative PCR, a master mix was prepared using a LightCycler 480 SYBR GREEN I Master (Roche). PCR reactions and fluorescence detection were performed using a LightCycler NANO Real-Time PCR machine (Roche). PCR conditions were programmed according to the manufacturer’s instructions (initial denaturation at 95 °C for 5 min, denaturation at 95 °C for 10 sec, annealing at 58 °C for 10 sec, and extension at 72 °C for 10 sec with 45 cycles). Expression levels were analyzed using at least two biological and three technical replicates. *AtGAPDH* (*At1G13440*) was used as an internal control. Primer sequence information is available in Supplementary Table S2.

### RNA *in situ* hybridization

RNA *in situ* hybridization was carried out as described by Takechi *et al.* with slight modification^58^. The sections (4–6 mm thick) were collected using a rotary microtome and these sections were stretched on the surface of a glass slide using DEPC-treated water. *VSP1*-specific sense and antisense probes were labeled using the DIG RNA Labeling Kit (Roche) according to the manufacturer’s protocol. Ten ng of DIG-labeled probe was used for the hybridization.

### Yeast one-hybrid assay

To investigate the direct interaction between MYC2 and the *AHP6* promoter, a yeast one-hybrid assay (Clontech) was performed according to the manufacturer’s instructions. The *AHP6* promoter and full-length *MYC2* cDNA were amplified by PCR and inserted into the pAbAi bait vector and pGADT7 prey plasmid, respectively. The bait plasmids were digested with *Bbs*I (NEB) and transformed into *Saccharomyces cerevisiae* Y1HGold. Transformed colonies were selected on synthetic dropout glucose medium (SD) without uracil (SSD). The pGADT7-MYC2 prey plasmid was introduced into the bait-integrated Y1HGold, and transformed colonies were selected on SSD media without leucine. To test the interaction between MYC2 and the *AHP6* promoter, transformed yeast lines (OD_280_ = 0.1) were dropped on SSD-Leu media containing 200 ng/ml aureobasidin A (Abs A). The dropped cells were grown at 30 °C for 4 days.

### Chromatin immunoprecipitation assay

To investigate the direct interaction between MYC2 and the *AHP6* promoter, ChIP assays were performed using *35S::MYC2-GFP* transgenic plants^54^. Around 0.5 g of roots of 7-day-old *35S::MYC2-GFP* seedlings were harvested and then immediately immersed in fixing solution (0.4 M sucrose, 10 mM Tris-HCl (pH 8.0), 5 mM β-mercaptoethanol, and 1% formaldehyde) for 15 min. After washing, the roots were ground in liquid nitrogen and nuclei were isolated. For fragmentation, the nuclei were sonicated (Ultrasonic Processor, GE-50). Immunoprecipitation was performed as described by Gendrel *et al.* except that a GFP antibody (ab290, ABcam) was used^59^. For qPCR analysis, 18S rRNA was used as an internal control. The *JAZ1* promoter was used for a positive control of the MYC2 interaction. Primer sequences are listed in Supplementary Table S2.

### Microscopy

For the visualization of root vascular tissues, whole roots of 7-day-old Arabidopsis seedlings were dipped in propidium iodide (PI) solution (10 µg/ml) for 1 min. After staining, the roots were mounted on glass slides in ddH_2_O. For the detection of PI and green fluorescent protein (GFP), fluorescence was visualized with wavelengths of 591–635 nm for PI and 505–530 nm for GFP, using a Leica SP8 STED laser scanning confocal microscope. Photographs of plants and tissue sections were taken with a Nikon SMZ-U stereomicroscope and an Olympus BX41 light microscope.

### RNA sequencing analysis

Col-0 plants were grown in 1/2× MS solid media containing 10 μM MeJA, 50 nM BAP, or 10 μM MeJA plus 50 nM BAP for 7 days. Total RNA was extracted from the roots of these plants together with those of Col-0 plants grown in 1/2x MS solid media. To generate cDNA libraries with the TruSeq RNA library kit, 1 μg of total RNA was used. Library construction consisted of polyA-selection of RNA, RNA fragmentation, random hexamer primed reverse transcription and 100 nt paired-end sequencing with the Illumina HiSeq. 2000. The libraries were quantified using qPCR according to the qPCR Quantification Protocol Guide and qualified using an Agilent Technologies 2100 Bioanalyzer. Raw data were calculated as Fragments Per Kilobase of exon model per Million mapped fragments (FPKM) of each transcript in each sample by Cufflinks software. The transcripts with zero FPKM values were removed from each data set. 

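The deposited FPKM table lists 33565 genes and keeps values of 0, which 9601 genes had in the control library, 9674 in the JA library, 9786 in the cytokinin library and 9399 in the JA/cytokinin library. FPKM was above 0 in all 4 libraries for 22291 genes and above 0 in at least one for 25916. Among the 3625 genes above 0 in some but not all libraries, the median of the highest FPKM was 0.0610, close to what 3 fragments on 1 kb give. In 27 genes a value of 0 in one library stood beside at least 50 FPKM in another. They include snoRNA, microRNA and tRNA genes. They also include genes such as RBCS1B, at 0 with cytokinin and 0.0461 FPKM with JA/cytokinin, where the 0 goes with a low value. A value of 0 was not always a low value, however. Among the 27 was the ribosomal protein L41 gene AT3G08520, chosen after its values were seen. It was listed at 0 in the JA library and at 1498 FPKM in the control, 2367 in the cytokinin and 3251 in the JA/cytokinin library. Of the 22291 genes, 2903 had a mean FPKM under 1. With a requirement of at least 1 FPKM in at least one library, 20442 genes of the table were left.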

A combined data set of 22,291 genes was obtained by merging the data sets for each condition. For generation of the heat map of hierarchical clustering to visualize expression patterns of differentially expressed transcripts, 4,401 genes satisfying |fold change| ≥ 2 in at least one data set were collected. The GEO accession number of these datasets is GSE80188 (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE80188).

### Accession numbers

Sequence data from this article can be found in the Arabidopsis Genome Initiative or GenBank/EMBL databases under the following accession numbers: *WOL* (At2G01830), *ARR6* (At5G62920), *ARR7* (At1G19050), *ARR15* (At1G74890), *AHP6* (At1G80100), *LOX2* (At3G45140), *JR2* (At4G23600), *MYC2* (At1G32640), and *GAPDH* (At1G13440).

## Electronic supplementary material

Supplementary Information

How the deposited data were processed for this re-analysis (not part of the article)

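The data were 4 RNA-seq libraries of Col-0 roots, 1 each for control, JA (10 μM MeJA), cytokinin (50 nM BAP) and JA/cytokinin, grown for 7 days. The authors made polyA-selected libraries, sequenced them from both ends and calculated FPKM with Cufflinks, and deposited one FPKM value per TAIR10 gene and library. The aligner, the versions and the options are not named in the paper's text. FPKM is already divided by gene length and by the mapped fragments of the library, and values of genes with several transcripts appear to be sums over the transcripts. The authors also deposited a count of the reads and bases sequenced in each library, before alignment. These counts gave 101 bases per read. Library columns and rows were matched to conditions by their names. Each condition had 1 library, so samples were not grouped or averaged, and no test across replicates was possible.

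The depth behind the FPKM values was estimated from their low end. For 17775 genes with 1 transcript, FPKM multiplied by the exon length less a fragment length was searched for the size of 1 fragment, and a fragment length of 160 gave the largest number of genes at a single step. Between 54.6% and 57.1% of values of up to 5 fragments lay within 10% of a step of a whole fragment. Intervals are exact Poisson intervals at the 95% level on the estimated fragments and cover counting error only, as polymerase chain reaction copies are not independent molecules. A gene with 3 or fewer estimated fragments was taken as at the floor, and its ratio as a bound.

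Ratios of FPKM as deposited were computed without a pseudocount over the 22291 genes with FPKM above 0 in all 4 libraries, with 2-fold as the threshold. The JA effect was computed without cytokinin (JA against control) and with cytokinin (JA/cytokinin against cytokinin), and the cytokinin effect without JA (cytokinin against control) and with JA (JA/cytokinin against JA). Correlations are across genes. Where both ratios share the control library, 100 sets of unchanged libraries were simulated, with noise for each of 10 equal groups of genes by FPKM taken from the median absolute deviation of the cytokinin to control differences. Distances between libraries are the SD of log2 differences. For gene lists the median log2 ratio was placed among 10000 random lists of the same size matched on 10 equal groups by mean log2 FPKM, as a description of these libraries, and a median among the lowest or highest 2.5% was taken as apart.

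The lists fixed before the data were examined were type-A ARR, type-B ARR, PIN, JAZ, CKX, xylem, photosynthesis and meristem genes. Lists of shoot genes, of iron response genes and of photosynthesis genes without near-identical copies were added after. Symbols were matched to loci through the paper's own accession list and the gene table of TAIR10.1, which held 28907 of the 33565 loci. Of the named members, 1 of 13 xylem, 1 of 23 photosynthesis and 4 of 15 iron genes had no unique match. The genes named in the text are those that the paper names, the members of the lists, and the 5 highest and 5 lowest mean JA effects, and likewise cytokinin effects, among genes with at least 5 FPKM in at least one library and a change of at least 2-fold in the same direction with and without the other hormone. Other genes are marked as chosen after their values were seen.

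Alternatives set before the data were examined were pseudocounts of 0.1 and 1, filters of at least 1 FPKM in at least one library or on average, rescaling by the median ratio or by a trimmed mean of log ratios (TMM-like, with 30% of log ratios and 5% of abundances trimmed on each side), other fold thresholds, all genes in place of the changed ones, Spearman's rho, and ARR16 and ARR17 added to the type-A ARRs. Raising values under 0.001 FPKM to 0.001 was added after seeing the data. Values were computed with Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. The steps were tested on simulated data made from the control library, in which 200 of 200 genes changed by known amounts were recovered past 2-fold in the right direction. All planted changes were larger than 2-fold, in groups of genes by FPKM where the spread was at most 0.34. Their recovery was thus nearly fixed in advance and does not measure sensitivity for smaller changes or genes of low FPKM. In the same data 1734 of 22091 unchanged genes also passed 2-fold, and the planted depth and fragment length of 180 were recovered over 17775 genes. The qRT-PCR, reporter, mutant and microscopy experiments of the paper are not analysed here, and the values of 1 gene are not reported here.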

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

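The tests in this part other than that of counting error on PIN5 were chosen only after the result was seen. None of these differences between libraries was tested against replicates.

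The JA effect had opposite signs and was at least 2-fold each way without and with cytokinin in 3 of 112 genes examined. NAS2, of the iron list added later, was not among the 112. It also met this rule, with log2 ratios of -1.99 and 1.15, and was not weighed further. PIN5 fell with JA alone by a log2 ratio of -3.91 and rose by 1.06 with JA in the presence of cytokinin, a difference of 4.97. CKX4 fell by -1.32 and rose by 1.12, a difference of 2.44. AT2G18590, annotated as a major facilitator superfamily protein, fell with JA alone by at least 5.58-fold, as it had 2.00 estimated fragments in the JA library, and rose by a log2 ratio of 2.17 in the presence of cytokinin, a difference of at least 4.65 on the log2 scale. It was among the 5 genes with the highest cytokinin effects. The difference between the effects was not tested. Counting error was weighed with the 95% intervals of the estimated fragments. The upper limits in the JA library were 0.302 FPKM for PIN5, 2.88 for CKX4 and 0.117 for AT2G18590, below the lower limits in the control library of 2.08, 5.85 and 0.155, and the intervals of the cytokinin and JA/cytokinin libraries were also apart, which argues against counting error. Over all genes, 212 showed such opposite effects, where simulated unchanged libraries gave a mean of 290, and with a mean FPKM of at least 1 there were 79 against 46.5, so some opposite effects of this size also arise from the spread between libraries. At the FPKM of these genes, the SD between libraries gives a difference between 2 effects an SD of 1.14 for PIN5 and AT2G18590 and of 0.485 for CKX4, and all 3 differences lie beyond it. Of the 2229 genes of similar FPKM, however, 14 for PIN5, 15 for CKX4 and 17 for AT2G18590 differed by as much, these genes included. A rare large spread between single libraries and an interaction of the hormones thus cannot be told apart for these genes.

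The JAZ genes, whose values in these libraries the paper does not report, had a median log2 ratio of 2.98 with JA (percentile 100 of random lists), and all 12 were higher. Rescaling by the median ratio left 2.98, against a difference in scaling, and the comparison of JA/cytokinin with cytokinin, which leaves the control library out, gave 2.56, against material present only in the control library. The CKX genes had a median log2 ratio of 1.199 with cytokinin (percentile 99.98), and all 7 were higher. After rescaling the median was 1.197, and in the comparison of JA/cytokinin with JA it was 1.72, with 6 of the 7 higher. There CKX2 was lower by a log2 ratio of -0.45, within the spread at its FPKM. Response to the added hormones is the explanation that the design offers and remains a hypothesis with 1 library per condition.

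The 10 genes with the highest JA or cytokinin effects lie outside those that the paper discusses. In the JA/cytokinin library scpl30 had 10.8 FPKM, TLP5 8.26, DIN11 260.7, AT3G19550 37.3 and AT3G61400 7.66 among those higher with JA, and AT2G18590 had 5.76, AT1G77520 4.71, MLP328 236.8, AT3G61920 5.18 and AT2G27535 53.2 among those higher with cytokinin. With JA alone scpl30 was at least 4500-fold and TLP5 at least 481-fold higher than in control roots, where both were under 3 estimated fragments. Counting error and the spread between libraries would give changes of opposite signs, in 2 comparisons that share no library, as often as changes of the same sign. Among 16297 genes with a known exon length, above 0 in all 4 libraries and with at least 5 FPKM in at least one, the largest change of opposite signs had a mean log2 size of 3.91 for either hormone, with values at the floor set to it. The 5 genes higher with JA had a mean of at least 7.76, further above 3.91 than the largest spread of a log2 ratio, 1.34, which argues against both as the cause of these rises. The 5 genes higher with cytokinin had a mean of at least 3.92, and for them a response to cytokinin cannot be told apart from the spread between libraries. At the size of 3.92, 135 genes were lower in both cytokinin comparisons. AT1G77520 and MLP328 fell with JA alone by log2 ratios of -6.94 and -6.04, and with JA/cytokinin AT1G77520 stayed below its control value of 5.92 FPKM. These genes were picked for their size, and a response to the hormones remains a hypothesis.

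The 4 annotated ribosomal RNA genes took 4.89% of all FPKM in the JA/cytokinin library, against 0.798% in the control, 1.28% in the JA and 0.614% in the cytokinin library. Whether the removal of ribosomal RNA differed between preparations or the roots themselves differed cannot be told apart, as there was 1 library per condition and the share of 4.89% bears on both. Rescaling the libraries changed no list call.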

How the results depend on the processing

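Unless said otherwise, the alternatives were set before the data were examined, and the cause of a change was not tested. No paired analysis was possible because each condition had 1 library, and for the same reason leaving out a library within a condition was not possible.

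The set of genes with FPKM above 0 in all 4 libraries stayed within 1.5 times of its 22291 genes under both other definitions. The 7478 genes changed at least 2-fold in at least one treatment became 4396 with a pseudocount of 1, 4256 at 3-fold and 12102 at 1.5-fold. All 4396 were among the 7478, since a pseudocount can only bring ratios closer to 1. The counts per treatment moved with the same settings. They were 1238 higher and 1315 lower with JA, 419 and 1284 with cytokinin, and 1382 and 1607 with JA/cytokinin with a pseudocount of 1. At 3-fold they were 1084 higher and 1297 lower with JA, 390 and 1303 with cytokinin, and 1332 and 1468 with JA/cytokinin, and at 1.5-fold 3812 higher and 4226 lower with JA, 2617 and 3411 with cytokinin, and 4601 and 4284 with JA/cytokinin. With a mean FPKM of at least 1, the genes higher with cytokinin fell to 707, as fewer genes were counted. Rescaling the libraries moved the share of higher genes by less than 10 percentage points in every treatment, and the other counts stayed within 1.5 times of their value.

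The correlations between treatments depended on a few very small values. For JA with JA/cytokinin, cytokinin with JA/cytokinin and cytokinin with JA, in this order, Pearson r was 0.83, 0.02 and -0.07 without an alternative. It became 0.68, 0.73 and 0.24 with a pseudocount of 0.1, 0.71, 0.75 and 0.26 with a pseudocount of 1, 0.69, 0.73 and 0.24 with at least 1 FPKM in at least one library, 0.68, 0.73 and 0.21 with a mean of at least 1 FPKM, and 0.65, 0.63 and 0.18 as Spearman's rho. With values under 0.001 FPKM raised to 0.001, chosen after seeing the data, it was 0.66, 0.71 and 0.24. Rescaling and the use of all genes left r within 0.1 of its value. The cytokinin effects without and with JA had an r of 0.18, which became 0.67 and 0.69 with pseudocounts of 0.1 and 1, 0.69 and 0.71 with the filters on any library and on the mean, 0.55 as rho, and 0.62 with values raised to 0.001. The JA effects without and with cytokinin had an r of 0.78, a rho of 0.66, and an r of 0.65 with values raised to 0.001, and stayed within 0.1 of 0.78 otherwise. Rescaling cannot change these correlations. The JA effects exceeded the cytokinin effects by over 0.1 without an alternative and as rho, and by less under the pseudocounts, the filters and the raised values.

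The SD distances over the changed genes were 5.52, 2.40, 4.92, 6.18, 3.10 and 5.44 for control with JA, control with cytokinin, control with JA/cytokinin, JA with cytokinin, JA with JA/cytokinin, and cytokinin with JA/cytokinin. In the same order they were 1.70, 1.48, 1.95, 1.97, 1.47 and 1.34 with a pseudocount of 0.1, 1.56, 1.31, 1.78, 1.76, 1.29 and 1.18 with a pseudocount of 1, 1.92, 1.69, 2.21, 2.23, 1.66 and 1.51 with at least 1 FPKM in at least one library, 1.85, 1.64, 2.16, 2.19, 1.64 and 1.47 with a mean of at least 1 FPKM, and 1.87, 1.65, 2.13, 2.17, 1.66 and 1.52 with values raised to 0.001. The smallest distance was that of control and cytokinin without an alternative and under both rescalings, and that of cytokinin and JA/cytokinin under the other 5 settings.

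No list median changed sign under any alternative. The PIN list with cytokinin, at 0.36 and percentile 97.0, came to lie among the highest 2.5% with a pseudocount of 0.1 (0.35), a pseudocount of 1 (0.32), the filter on any library (0.36) and the filter on the mean (0.38). The cytokinin effect with JA on the PIN list did so with a pseudocount of 1 (0.38). The meristem list with JA, at -0.30 and percentile 2.36, came to lie just above percentile 2.5 with pseudocounts of 0.1 (-0.30) and 1 (-0.28) and with both filters (-0.30 and -0.30). In the other 266 comparisons of a list under an alternative, the side of the limit was kept. Of the log2 ratios of single named genes, 2353 stayed within the SD of 1 library at their FPKM and 267 moved further. This limit is narrower than the spread of a difference used elsewhere.

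Depth limits the genes of low FPKM. The PIN5 value with JA rests on an estimated 10.0 fragments and that of AT2G18590 on 2.00, and 2139 of the 7478 changed genes had a mean FPKM under 1. Without replicates, the difference between 2 libraries also holds whatever else set the plants or preparations apart.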

Differences from the paper's values

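The number of genes changed at least 2-fold in at least one treatment was 7478, against the paper's 4401. Among the alternatives set before the data were examined, the count was within 1.5 times of the paper's with a pseudocount of 1 (4396), at 3-fold (4256), with a mean of at least 1 FPKM (5339), with at least 1 FPKM in at least one library (5892) and with a pseudocount of 0.1 (6557). It was not with rescaling by the median ratio (7450) or the trimmed mean (7452), with genes above 0 in at least one library and a pseudocount of 0.1 (7861) or at 1.5-fold (12102).

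The paper's ratios of JA to control in Fig. 3d come from qRT-PCR, and those here from 1 RNA-seq library per condition. The ratio of ARR6 was 0.628, against about 0.38 ± 0.05 (SD) in Fig. 3d, read by eye. None of the alternatives set before the data were examined closed the gap. The ratio of ARR7 was 0.152, against about 0.49 ± 0.08 (SD) in Fig. 3d, read by eye, and none of those alternatives closed the gap. The ratio of ARR15 was 0.146, against about 0.50 ± 0.08 (SD) in Fig. 3d, read by eye, and with a pseudocount of 1 it was 0.352, within 1.5 times of the paper's value, while the others did not close the gap. The ratio of AHP6 was 0.893, against about 2.5 ± 0.14 (SD) in Fig. 3d, read by eye, and none of the alternatives set before the data were examined closed the gap.

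The paper describes the patterns with cytokinin as unlike those with JA/cytokinin. Over the changed genes, the Pearson r of cytokinin with JA/cytokinin was 0.019 as deposited, but 0.73 and 0.75 with pseudocounts of 0.1 and 1. Spearman's rho over these genes was 0.63, against 0.65 for JA with JA/cytokinin. Over all 22291 genes rho was 0.47 against 0.62, a gap in the direction that the paper describes. Unchanged simulated libraries that share a control gave a Pearson r of 0.50 over all genes, so a rho of 0.47 is not by itself a sign of likeness. The paper states, after naming its qRT-PCR, that JA lowered genes induced by cytokinin, with ARRs and PINs as examples. In the RNA-seq libraries ARR9, PIN3 and PIN6 had log2 ratios of 0.87, 0.87 and 0.15 with JA. ARR9 does not bear on that statement, as its log2 ratio with cytokinin was -0.0094. The value of PIN6 lay within the spread of 1.34 at its FPKM. Of roots with both hormones the paper reports no fall of ARRs and PINs, and PIN2 and PIN4 had log2 ratios of -0.39 and -0.51 to control with JA/cytokinin. The paper describes type-B ARRs as tending upwards with JA by qRT-PCR, and in the RNA-seq libraries ARR10 and ARR12 had log2 ratios of -0.42 and -0.26, with ARR1 at 0.29, ARR2 at 0.01 and ARR11 at 0.83.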

Other observations

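Of the tests in this part, those of shoot material in the control library on green tissue genes, of failed estimates and of overlapping or neighbouring genes for AHP6, of GC content, length and low values, and of other iron genes as a list were set before their result was seen. The setting of low values to 3 fragments in the test of failed estimates, and all other tests, were chosen only after the result was seen.

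AHP6 (AT1G80100, chromosome 1 from 30133718 to 30134937 in TAIR10.1) had 1317 FPKM in the control library, the rank of 28 among all genes, and 1176 FPKM with JA, but 0.139 with cytokinin (95% interval 0.0442 to 0.318) and 0.578 with JA/cytokinin (0.378 to 0.877). It was thus 9478-fold lower with cytokinin than in control roots and 2034-fold lower with JA/cytokinin than with JA. The photosynthesis genes fell from control to JA by a log2 ratio of -2.04 or more for each of 19 genes, whereas AHP6 changed by -0.16. This argues against shoot material that fell as these genes did. The shoot genes ranged from 0.81 to -5.48 with JA, which holds the AHP6 value, so other shoot material is not excluded. Rescaling left a log2 ratio of -13.21 with cytokinin, which argues against scaling. No annotated gene overlaps AHP6, and its neighbours reached at most 15.4 FPKM in the control and JA libraries, which argues against reads shared with these. Of the 915 stretches of 25 bases in its exons, 0 occur elsewhere in the TAIR10.1 genome, against 19.0% of those of RBCS1B, which argues against a near-identical copy. A failed estimate by Cufflinks remains open, as 5 of 28907 genes changed at least 500-fold in both cytokinin comparisons, with values under 3 estimated fragments set to that level. Of these, RBCS1B, RBCS3B and CYP82C4 belong to the green tissue and iron genes. AT3G05950, chosen after its values were seen, does not, has an exon length of 925 bases against 970 for AHP6, and had 69.4 FPKM in the control library, 1198 with JA, 0.250 with JA/cytokinin and was listed at 0 with cytokinin. Control and JA plants that overexpressed AHP6, as other plants of the study did, could give part of this pattern. The increases over wild type that the paper reports for its overexpressing lines are far smaller than 9478-fold. Overexpression of that size alone would not give all of it. A share from overexpression cannot be told apart from a repression by cytokinin. A construct is not among the annotated genes, and the rank of 28 goes with either.

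Green tissue genes were high in the control library. RBCS1A had 1561 FPKM in control roots, 284 with JA, 1.99 with cytokinin and 0.920 with JA/cytokinin. With genes under 3 estimated fragments set to that level, the median log2 ratio of 22 photosynthesis genes was -2.62 with JA and -6.89 with cytokinin. A candidate explanation is shoot material in the control library. Under it, shoot genes that are not photosynthetic should fall too, and the median log2 ratio of 16 such genes with cytokinin was -2.49 on the log2(FPKM + 0.1) scale (percentile 0), 15 of them lower. Of the 17 genes of that list, 6 were above 0 in all 4 libraries, as were 19 photosynthesis genes. PDF1 and AS1 had 1.57 and 10.2 FPKM in the cytokinin library. CER1, the 1 gene that was higher, rose from 4.40 FPKM in the control to 11.5 in the cytokinin library. Shoot material in the control library does not account for that rise. Expression of these genes by roots free of shoot material was not tested. Whether the JA library held the same shoot material at a lower share cannot be told apart from a change in the roots. With genes at the floor at their bound, the median log2 ratio of the shoot genes with JA was -3.61, from 0.81 to -5.48, which overlaps the photosynthesis genes, from -2.04 to -6.33. The 11 YABBY and stomatal lineage genes of the list kept 2.65% of their control level (interval 1.63% to 3.99%) on an estimated 22.3 fragments in the JA library. With KAT1 and MYB60, which had 0.569 and 1.52 FPKM in the control and 0.445 and 0.351 in the JA library, the 13 genes kept 10.2% (8.22% to 12.5%). The photosynthesis genes kept a median of 16.7%, from 1.24% to 24.3%. Rescaling left -6.28 for the photosynthesis genes with cytokinin, and the 9 members without near-identical copies had a median of -4.95, against scaling and shared reads. Greening of roots that differs with the hormones stays open and was not tested.

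The xylem genes were lower with JA (median log2 ratio -0.50, percentile 0.79), with cytokinin (-0.52, percentile 0.29) and with JA/cytokinin (-0.42, percentile 2.12) than in control roots. The hypothesis set before the data were examined, a rise with JA and a fall with cytokinin, was met for cytokinin only. Comparisons that leave the control library out showed no fall, with 0.18 for the JA effect with cytokinin (percentile 71.99) and 0.14 for the cytokinin effect with JA (percentile 68.8). This is what shoot material in the control library, a hypothesis found on the same data, may give, while rescaling left -0.50 with JA, against scaling. An effect of each hormone alone that is not additive stays open.

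The iron response genes IRT1, FRO2, CYP82C4 and BHLH100 were low or listed at 0 in both cytokinin libraries. All but IRT1 were chosen after their values were seen. IRT1 had 906 FPKM in the control, 400 in the JA, 2.42 in the cytokinin and 0.202 in the JA/cytokinin library. FRO2 had 396, 83.9, 1.18 and 0.159 FPKM in the same order. CYP82C4 had 175 FPKM in the control and 24.6 in the JA library and was listed at 0 in both cytokinin libraries. A value of 0 was not always a low value, so a failed estimate stays open for CYP82C4. BHLH100 had 87.0, 71.9, 0.978 and 0.259 FPKM. Most of the other iron genes moved with them, with a median log2 ratio of -2.11 over 10 genes with cytokinin (percentile 0), 9 of them lower. NAS4 was higher, by a log2 ratio of 0.60, and that of OPT3, -0.15, lay within the spread at its FPKM. For the cytokinin effect with JA the median was -2.51, with all 10 lower. Both medians argue against a choice of single genes by rank. Shoot material that fell from control to JA as the photosynthesis genes did would lower them likewise. However, 10 of the 11 genes of the iron list, all but MYB72, fell less than every photosynthesis gene and 5 were higher with JA. IRT1 and BHLH100, with log2 ratios of -1.18 and -0.27, also fell less. The shoot genes ranged from 0.81 to -5.48 with JA, so shoot material that changed otherwise is not excluded. For FRO2 and CYP82C4 shoot material cannot be told apart from a change in the roots, as FRO2 fell by a log2 ratio of -2.24 and CYP82C4 by 7.13-fold, within the range of the photosynthesis genes. The median of the iron list with JA, -0.02, covers genes that went both ways. A lower iron response in roots grown with cytokinin is a hypothesis that the paper does not report.

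The JA effects without and with cytokinin were alike across genes. With values under 0.001 FPKM raised to 0.001, Pearson r over the 97.8% of genes with a known GC content and exon length was 0.66, and removing a trend on both, which held a fraction of 0.0101 of the variance of the JA effect without cytokinin, left 0.66. Over genes with a mean FPKM of at least 10, as deposited, it was 0.80, so neither these properties nor low values explain it. The cytokinin effects without and with JA had an r of only 0.18. Values under 0.001 FPKM are a candidate cause, since raising them to 0.001 gave 0.62, against 0.65 for the JA effects. Of the 17 genes with such a value, AT4G34530, chosen after its values were seen, had 1.24 FPKM in the control library, and the highest value of the other genes was 0.430 FPKM.

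The type-B ARRs had a median log2 ratio of 0.01 with JA (percentile 51.3) and -0.14 with cytokinin (percentile 14.9). The meristem genes had -0.30 with JA, near the limit at percentile 2.36, -0.17 with cytokinin (percentile 3.21) and 0.14 with JA/cytokinin (percentile 67.6). PLT1 had a log2 ratio of -0.42 with JA, and PLT2 and PLT3 of 0.45 and 0.63.

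Genes that the paper measured by other assays had these values. VSP1 had 11.0 FPKM in the control, 26.2 in the JA, 40.8 in the cytokinin and 273 in the JA/cytokinin library. LOX2 had 0.444 FPKM in control roots and 11.9 with JA, was listed at 0 with cytokinin and had 0.0446 with JA/cytokinin, an estimated 6.78 fragments. JR2 had 0.135, 1.27, 0.0192 and 0.746 FPKM in control, JA, cytokinin and JA/cytokinin roots, the cytokinin value resting on an estimated 1.49 fragments. WOL had 31.6, 18.9, 50.8 and 41.8 FPKM in control, JA, cytokinin and JA/cytokinin roots. MYC2 had 36.1, 99.3, 55.7 and 72.3 FPKM in the same order. GAPDH, the reference gene of the qRT-PCR, had 898, 761, 961 and 783 FPKM.

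The paper predicts a putative MYC2-binding sequence, CACATG, upstream of AHP6. Its yeast assay left binding possible, while its ChIP showed no direct interaction of MYC2 with this promoter. In TAIR10.1 CACATG lies on the plus strand of chromosome 1 from 30132103 to 30132108, within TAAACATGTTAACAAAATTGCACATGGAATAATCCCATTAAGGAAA. Its first base is at -1623 from the start of one annotated transcript of AHP6, at -1615 and -1619 from the starts of the other annotated transcripts, and at -1715 from the start codon.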
